# Transcriptome Profiling Analysis of Bovine Vaginal Epithelial Cell Response to an Isolated *Lactobacillus* Strain

**DOI:** 10.1128/mSystems.00268-19

**Published:** 2019-09-10

**Authors:** Chunyu Niu, Chao Cheng, Yanmin Liu, Shaolei Huang, Yanru Fu, Peifeng Li

**Keywords:** primary vaginal epithelial cell culture, *Lactobacillus*, transcriptome profiling, gene expression, RT-qPCR

## Abstract

*Lactobacillus* strain SQ0048 isolated from bovine vagina has been shown to exhibit specific adherence to the epithelium and to produce inhibitory substances; however, the underlying mechanisms remain unclear. We cultured and identified primary bovine vaginal epithelial cells treated with SQ0048 to investigate the pathways involved in host cell responses using transcriptome sequencing (RNA-seq). Transcription profiling showed 296 significantly altered differentially expressed genes (DEGs), of which 170 were upregulated and 126 downregulated. Gene Ontology (GO) enrichment analysis of the DEGs revealed significant enrichment of 424 GO terms throughout the differentiation process (*P < *0.05). Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis showed that the DEGs were successfully annotated as members of 171 pathways, with 23 significantly enriched KEGG pathways (*P < *0.05). A relatively high number of genes were enriched for the endoplasmic reticulum protein processing and interleukin-17 (IL-17) signaling pathways and for antigen processing and presentation. DEGs were verified by quantitative reverse transcription-PCR (RT-qPCR) and determination of which were most enriched for endoplasmic reticulum protein processing pathways, the activation of which might be a major factor underlying *Lactobacillus* adhesion to cells and pathogenic inhibition.

**IMPORTANCE** Bovine bacterial vaginitis causes infertility, abortion, and postpartum uterine diseases, causing serious economic loss to the dairy industry. The large-scale use of antibiotics destroys normal genital tract flora and hinders the defense mechanisms of the host. Recent research suggests that lactobacilli present in the vaginal microflora of healthy cows constitute the primary microbiological barrier to infection by genital pathogens, exerting a protective role on the reproductive tract via specific adherence to the epithelium and the production of inhibitory substances. Our research identified the mechanisms for *Lactobacillus* adhesion and pathogenic inhibition, providing valuable information for the development of new probiotics and the discovery of novel therapeutic targets for the prevention of infections in dairy cows.

## Abstract (precis)

Bovine bacterial vaginitis causes infertility, abortion, and postpartum uterine diseases, causing serious economic loss to the dairy industry. The large-scale use of antibiotics destroys normal genital tract flora and hinders the defense mechanisms of the host. Recent research suggests that lactobacilli present in the vaginal microflora of healthy cows constitute the primary microbiological barrier to infection by genital pathogens, exerting a protective role on the reproductive tract via specific adherence to the epithelium and the production of inhibitory substances. Our research identified the mechanisms for *Lactobacillus* adhesion and pathogenic inhibition, providing valuable information for the development of new probiotics and the discovery of novel therapeutic targets for the prevention of infections in dairy cows.

## INTRODUCTION

Microbes that commonly infect the reproductive tract of cattle are known to cause infertility, abortion, and postpartum uterine diseases, causing serious economic loss to the dairy industry (1). At present, antibiotics are widely used in the treatment of reproductive tract infections in dairy cows. The large-scale use of antibiotics to combat these infections results in economic and health disadvantages such as increased production costs, drug residues in animal food, development of microbial resistance to antibacterial drugs, and destruction of normal genital tract flora, causing failure in the defense mechanisms of the host (2, 3). Therefore, effective and nonresidual alternative therapies for the prevention and treatment of bovine bacterial vaginitis are urgently needed for the maintenance and development of a robust dairy cow industry.

Lactobacilli present in the vaginal microflora of healthy cows are considered the primary microbiological barrier to infection by genital pathogens (4). In both humans and animals, lactobacilli are the most prevalent and often numerically dominant microorganisms, offering substantial probiotic function and beneficial effects on vaginal health (5, 6). Lactobacilli exert a protective role on the reproductive tract primarily through a combination of specific adherence to the epithelium and the production of inhibitory substances (7, 8). As the predominant microorganisms of the vaginal microbiota, lactobacilli prevent pathogen colonization and enhance host immunity by the production of antagonistic substances such as lactic acid, H_2_O_2_, and bacteriocins (9, 10). Therefore, the dominance of lactobacilli in the microbiota appears to be a good biomarker for a healthy vaginal ecosystem. One study showed that the isolation of bovine vaginal *Lactobacillus* strains revealed differential surface properties and that these strains can be used as probiotics in the prevention and treatment of bovine reproductive tract disease (11, 12). In addition, it has been demonstrated that *Lactobacillus* improves vaginal health in animals and promotes their productivity (13). The specific adherence of *Lactobacillus* to the epithelium contributes to its colonization in the host, enhancing the signal exchange between *Lactobacillus* and host cells, inhibiting the colonization of pathogens, and improving overall immunity (14, 15). Hence, elucidation of the mechanisms involved in the interactions between *Lactobacillus* and host cells is crucial to understanding how *Lactobacillus* inhibits pathogenesis.

Transcription profiling can be used to assess the effect of transcriptional changes to epithelial cells upon treatment with *Lactobacillus* at the whole-genome scale. Studies on transcription profiling in host cells treated with *Lactobacillus* have been conducted previously. Taranu et al. reported the protective role of lactobacilli in epithelial barrier function against inflammation and in the activation of immune response (16). A large number of genes related to the immune system were obtained by transcriptome profiling. Jacouton et al. studied the influence of Lactobacillus rhamnosus in intestinal epithelial cells with transcriptome profiling (17), revealing that Lactobacillus rhamnosus induced differential gene expression in human small intestinal epithelial cell (IECs) and that this effect was accompanied by transcriptome modulation of several pathways, including immune response and metabolism *in vitro*. Consequently, expression profile analysis of genes in bovine vaginal epithelial cells (BVECs) treated with *Lactobacillus* may help explain the mechanisms of specific adherence and identify immune response signaling pathways.

Based on the natural benefits of indigenous microbiota, we previously isolated and identified a dominant *Lactobacillus* strain known as SQ0048 from the vaginal tracts of cattle that has a homology of 99% with Lactobacillus johnsonii; its probiotic potential was also studied (18). Moreover, we subsequently demonstrated its high adhesion ability (19). Following these initial studies, we deemed it necessary to investigate the mechanisms of the specific adherence function of the SQ0048 strain as well as its pathogenic inhibition mechanisms, while looking for possible signaling pathways. Thus, in the present study, we performed transcriptome profiling to determine possible pathogenic inhibition mechanisms in SQ0048 strain-treated epithelial cells. We further analyzed the transcripts by matching them against the Gene Ontology (GO) databases and the Kyoto Encyclopedia of Genes and Genomes (KEGG). The differentially expressed genes (DEGs) and different signaling pathways obtained from the transcription data will provide a test basis for the research and development of probiotic products, while informing new ways to prevent infectious diseases through the restoration of indigenous microflora.

## RESULTS

### Culture characteristics of bovine vaginal epithelial cells.

Cell-cell adherence occurred after 48 h, and the BVECs were easily distinguished by rounded or polygonal morphology. After 3 days in culture, the cell proliferative capacity was significantly improved and the cells began to gather in groups. The epithelial cell confluence reached 70 to 80% on day 7 (Fig. 1a). The subcultured cells began to adhere after 12 h and reached 70 to 80% confluence on day 3, showing a higher growth rate than that of primary cells. Furthermore, at passages 6 and 7, cell proliferative capacity was stable and cell-cell contact was evident, presenting classic cobblestone morphology (Fig. 1b).

**FIG 1:**
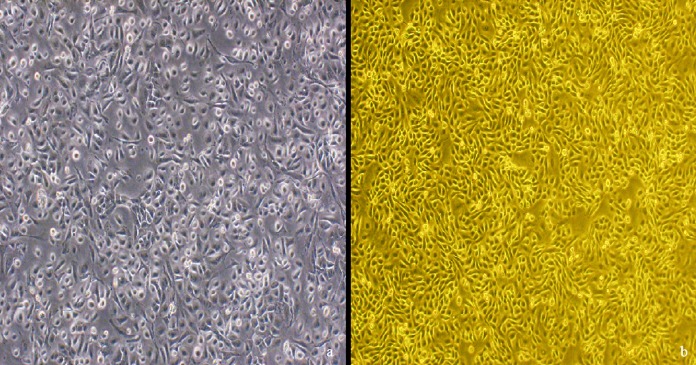
Morphology of bovine vaginal epithelial cells. (a) The primary epithelial cells on day 7 mixed with a small quantity of fibroblasts (200×). (b) The subcultured cells at passages 6 present classic cobblestone morphology (200×).

### Immunofluorescence analysis.

Immunofluorescence staining showed cobblestone-like cells expressing cytokeratin-18, indicating that they were of epithelial origin. We isolated BVECs that showed strong red fluorescence staining in cytoplasm, corresponding to cytokeratin-18 expression (Fig. 2a). Cytokeratin-18 expression was not observed in the BVECs of the negative-control group (Fig. 2b).

**FIG 2:**
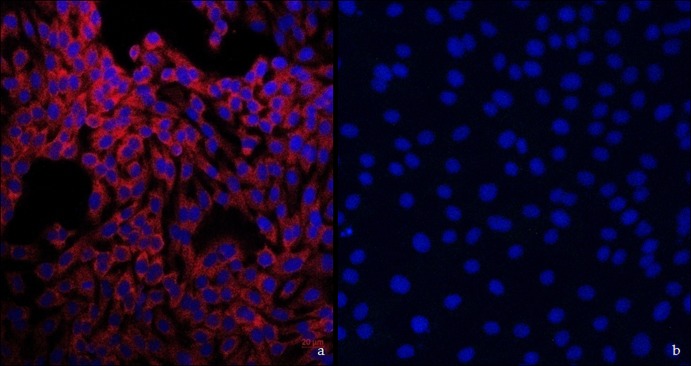
Immunocytochemistry of BVECs. (a) BVECs expressing cytokeratin-18 (red). (b) BVECs negative-control group; nuclei with DAPI staining (blue).

### Classification of transcriptional sequencing data.

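Primary bovine vaginal epithelial cells (BVECs) were seeded at 2000000 cells/ml and grown to confluence at 37°C with 5% CO2. Treated cells then received 1 ml of Lactobacillus strain SQ0048 at 1000000000 CFU/ml for 4 h, and control cells received medium alone. Unbound bacteria were washed off before the RNA of the host cells was taken. Each group had 3 samples, which the study calls biological replicates. Nothing in the sources used here says that they came from separate cultures or donors. The p-values measure the spread between these samples, which may be technical. Poly(A) RNA was made into cDNA libraries, and the authors aligned the reads to the bovine genome. They deposited 1 value per feature and library in FPKM, the fragments of a feature scaled by its exon length and by the mapped fragments of the library. The read depth given in Table 1 can no longer be recovered from such values, so the counting error of each is unknown. The FPKM of a library summed to 350564, 361055 and 343933 in the control group and to 378772, 372658 and 372034 in the treated group. The values were tested as log2(FPKM + 0.1) with limma, with condition as the only term, a two-sided test and Benjamini-Hochberg adjustment. The test covered the 13144 features with a mean of at least 0.5 FPKM over the 6 libraries. A gene is said to have risen or fallen where its adjusted p was under 0.05. The pseudocount makes the fold change of low genes an understatement. Genes were also counted at the thresholds of the study, a fold change of at least 2 and an unadjusted p under 0.05. A feature listed at 0 can be a failed estimate, so values of such features are given library by library and without a fold. Gene lists written before the data were examined were tested with limma's camera at a preset correlation of 0.01, and again with an estimated correlation. The results of the paper were known by then. Lists on its themes, such as heat shock or FoxO genes, are thus not independent of these libraries. Splits of the libraries that mix the conditions also called 3 to 6 lists at the preset correlation. Its small p-values may thus overstate the evidence.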

To evaluate the transcriptional response of the BVECs to treatment with the SQ0048 strain and seek out which host factors were involved in the adhesion and inflammatory immune response, we utilized the Illumina HiSeq 4000 platform with cDNA libraries of BVECs treated with SQ0048. As shown in Table 1, a total of 50,431,262 raw reads with a *Q*_20_ value of 99.68% were generated for the treated BVECs and 54,202,017 raw reads with a *Q*_20_ value of 99.64% were generated for the control cells; *Q*_20_ is the number of bases with a phred score of >20 in the raw data as a percentage of the total number of bases. After removing the short reads, low-quality sequence and ambiguous nucleotides were removed from the raw reads, leaving 49,813,706 and 53,421,825 valid reads, respectively, from treated and control BVEC groups that were used for further analysis. All valid reads were aligned to the bovine genome using Hisat 2.0. Furthermore, 47,650,558 and 51,209,330 uniquely mapped reads were obtained from groups of treated and control BVECs, respectively. The uniquely mapped read ratios of 77.28 and 78.08 were determined after filtering adapters and trimming ambiguous results. The results suggested that the high-quality sequencing data could be used for further analysis.

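KRT18, the cytokeratin by which the study identified BVECs, stood at 1273 ± 42.6 FPKM in control cells and 1581 ± 54.9 FPKM in treated cells (SD, n = 3 each). Its log2 fold change was 0.31 (adjusted p = 0.0103 from limma), but 0.08 after quantile normalization (adjusted p = 0.324 from limma, 0.0071 to 0.324 over all settings). KRT8, the partner of KRT18 in simple epithelia, was at 1118 ± 18.8 and 1400 ± 47.8 FPKM. It too was no longer called after quantile normalization (log2 fold change of 0.10, adjusted p = 0.200 from limma, 0.0053 to 0.200 over all settings). Of 14 tested epithelial markers, 3 rose, 1 fell and 10 did neither, with 3 higher and 2 lower adjusted over the list alone. GRHL2, a transcription factor of epithelial identity, was the gene that fell, by 0.45 on the log2 scale. Among 13 tested fibroblast markers, 4 rose, 1 fell and 8 did neither, with 4 higher and 2 lower adjusted over the list alone. The collagen genes COL1A1 and COL1A2 rose but stayed low, from 1.96 ± 0.0436 to 2.89 ± 0.253 FPKM and from 1.74 ± 0.183 to 2.70 ± 0.142 FPKM, while POSTN, a matrix protein of fibroblasts, fell by 0.78 on the log2 scale. The call of COL1A1 was lost without control replicate 1, 2 or 3 or treated replicate 1 or 3 (adjusted p = 0.0531, 0.0513, 0.0536, 0.0612 and 0.0586 from limma, 0.0134 to 0.0779 over all settings). That of COL1A2 was lost without control replicate 1 or treated replicate 1 or 3 (adjusted p = 0.0586, 0.0664 and 0.0617 from limma, 0.0115 to 0.0683 over all settings). The epithelial and fibroblast lists had an adjusted p of 0.207 each as sets (limma's camera), and the sign of the epithelial list turned after quantile normalization (adjusted p = 0.868 from limma's camera). Over all settings of limma's set tests the adjusted p of the epithelial list was 0.0500 to 0.868. The lowest came from limma's fry, which does not compare a list with other genes. Over all tested features, the Pearson correlation of log2(FPKM + 0.1) between libraries of a group lay between 0.917 and 0.932, and that between libraries of different groups between 0.894 and 0.905. The first principal component held 32.5% of the variance and put the control libraries at -37.5, -43.6 and -38.3 and the treated libraries at 42.2, 29.0 and 48.1. The 10 most abundant features took 8.22% ± 0.131 of the FPKM in control libraries and 7.96% ± 0.242 in treated libraries (SD, n = 3 each).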

**TABLE 1:** Statistical summary analysis of RNA-seq data sets of treated cells and control cells

Sample	Means for raw reads			Means for mapping		
	No. of raw reads	No. of valid reads	*Q*_20_ (%)	No. of map reads	No. of unique mapped reads	Uniquely mapped ratio (%)
Control cells	54,202,017	53,421,825	99.64	51,209,330	41,710,001	78.08
Treated cells	50,431,262	49,813,706	99.68	47,650,558	38,488,506	77.28

### Analysis of differentially expressed genes.

BVECs treated with the SQ0048 strain showed a greater degree of differential expression. 

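The named genes that rose most in BVECs incubated with the SQ0048 strain included HMOX1, ZFAND2A, GADD45G, BAG3 and OSGIN1. HMOX1, the inducible heme oxygenase, went from 126 ± 33.2 to 1775 ± 631 FPKM (SD, n = 3 each), a log2 fold change of 3.79 (standard error 0.29, adjusted p = 0.0020 from limma). ZFAND2A, an arsenite- and heat-inducible partner of the proteasome, went from 2.13 to 30.4 FPKM on average (log2 fold change of 3.78, adjusted p = 2.1e-05 from limma). BAG3, a cochaperone of Hsp70 in selective autophagy, went from 5.12 ± 0.946 to 52.5 ± 0.985 FPKM (log2 fold change of 3.35, adjusted p = 3.5e-04 from limma). OSGIN1, induced by oxidative stress, rose by 3.10 on the log2 scale, and GADD45G, a stress-induced growth arrest gene, by 3.60, but by 2.53 and 2.18 with a pseudocount of 1. FAM46C, a noncanonical poly(A) polymerase, is listed as 2 features, which rose by 3.61 and 3.58 on the log2 scale from about 0.2 FPKM, so the size depends on the pseudocount. IRF2BPL was listed at 0 in each control library and at 6.38, 5.49 and 6.09 FPKM in the treated libraries. Another feature with the same symbol stood at 7.44, 9.64 and 0.00 FPKM in control and 3.67, 2.30 and 3.95 FPKM in treated libraries. LSM10, a part of the histone pre-mRNA processing complex, stood at 9.02 FPKM in treated replicate 2 against 1.35 and 1.14 FPKM in the other treated libraries. Its call was lost with a pseudocount of 1 (adjusted p = 0.0948 from limma) and without control replicate 1, 2 or 3 or treated replicate 1 (adjusted p = 0.0752, 0.0793, 0.0816 and 0.0597 from limma, 0.0175 to 0.0948 over all settings). In all, 3201 of the 13144 tested genes changed, 1129 higher and 2072 lower, so that 64.7% of the calls were lower. The number of genes changed at adjusted p under 0.05 was 1790 without control replicate 1, 1940 without control replicate 3, 1689 without treated replicate 1 and 1809 without treated replicate 3. The share of lower calls was 77.7% after rescaling to TPM, 51.8% with median-of-ratios size factors and 54.5% after quantile normalization. At a fold change of at least 2 and an unadjusted p under 0.05, 726 genes were counted, 295 higher and 431 lower, of which 552 also had an adjusted p under 0.05. With a pseudocount of 1 this count was 305 (157 higher, 148 lower), and among genes with a mean of at least 5 FPKM it was 225 (116 higher, 109 lower). More were higher than lower also after quantile normalization (385 higher, 289 lower) and with size factors (351 higher, 332 lower), but not with TPM (253 higher, 649 lower).

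**Figure D1:**
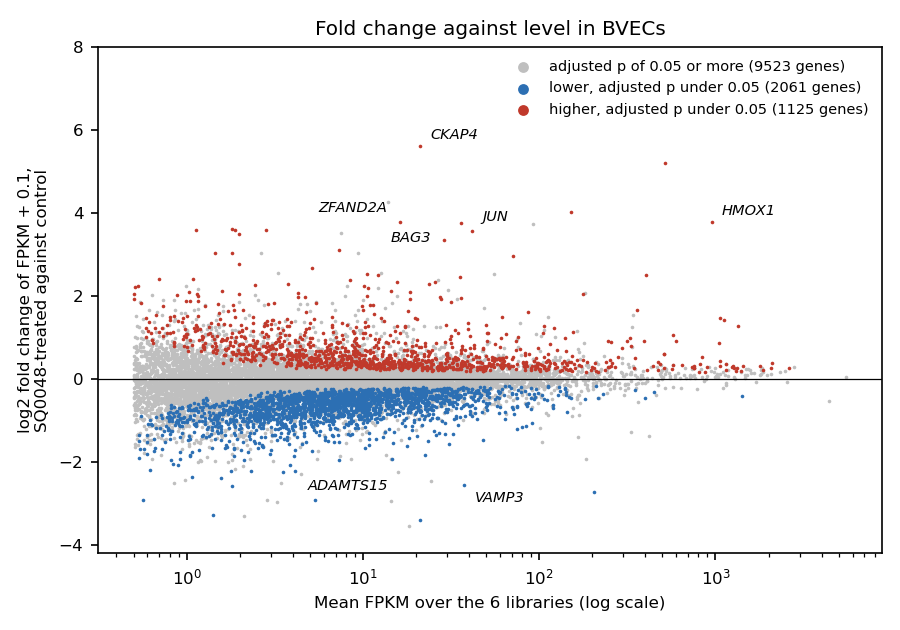
Mean FPKM over the 6 libraries (log axis) against the log2 fold change of treated over control BVECs for the tested genes, without features listed at 0 in any library. Genes that rose are red, genes that fell are blue and the others are grey, and ZFAND2A (3.78) and BAG3 (3.35) lie near the top while ADAMTS15 (-2.22) and VAMP3 (-2.55) lie near the bottom.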

Differential analysis of the transcript expression profiles demonstrated that 296 genes were significantly altered (≥2-fold change, *P < *0.05), of which 170 were upregulated and 126 downregulated (Fig. 3 shows the volcano graph of 296 differentially expressed genes [DEGs]).

**FIG 3:**
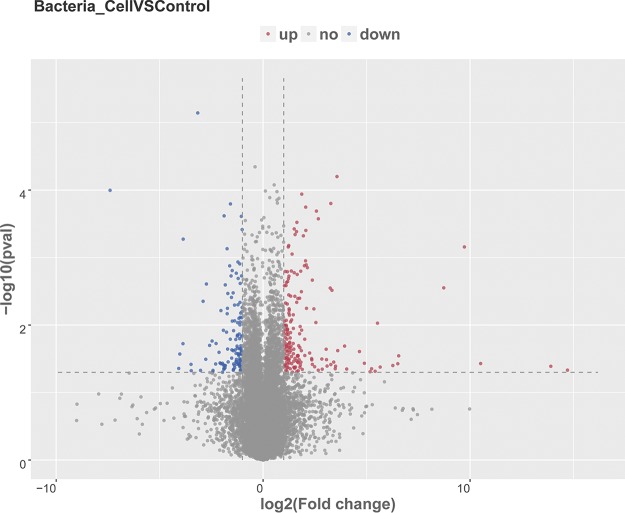
Volcano graph of 296 differentially expressed genes between two groups. Red represents upregulated DEGs; blue represents downregulated DEGs.

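Among the genes that fell most were VAMP3, a vesicle SNARE of recycling endosomes, and ADAMTS15, a secreted metalloprotease that cleaves proteoglycans. VAMP3 was at 64.1 ± 2.11 FPKM in control cells and 11.1 ± 3.07 FPKM in treated cells (SD, n = 3 each), a log2 fold change of -2.55 (standard error 0.19, adjusted p = 0.0017 from limma). ADAMTS15 fell from 6.86 ± 0.185 FPKM in control cells (log2 fold change of -2.22, standard error 0.09, adjusted p = 3.6e-04 from limma). LPP, a protein of focal adhesions, fell by 2.22 on the log2 scale (adjusted p = 0.040 from limma), with treated replicate 3 at 1.91 FPKM against 0.43 and 0.41 FPKM in the other treated libraries. Its call was lost without control replicate 1, 2 or 3 or treated replicate 1 or 2 (adjusted p = 0.106, 0.0787, 0.112, 0.114 and 0.0927 from limma, 0.0076 to 0.114 over all settings). ZNF140, a zinc finger repressor, fell by 2.90 and SMIM3, a small membrane protein, by 2.35 on the log2 scale, both from under 2 FPKM, but with a pseudocount of 1 the log2 fold changes were -0.97 and -1.13. The call of SMIM3 was lost without control replicate 1 or 2 or treated replicate 1 or 3 (adjusted p = 0.0575, 0.0654, 0.0711 and 0.0662 from limma, 0.0142 to 0.0711 over all settings). RPS13, a protein of the small ribosomal subunit that every cell uses, was at 174, 222 and 189 FPKM in the control libraries and listed at 0 in each treated library. This difference can be a failed estimate of that feature. POC5, a centriole protein, was at 1.19, 2.31 and 1.08 FPKM in control libraries and listed at 0 in each treated library. So was C11orf42, at 1.10, 1.17 and 1.22 FPKM in control libraries. IFIT3, an interferon-induced antiviral gene, was at 0.76, 1.13 and 1.26 FPKM in control libraries and at 0.00, 0.01 and 0.00 FPKM in treated libraries. The small nucleolar RNA SNORD81 was at 2.70, 1.99 and 0.57 FPKM against 0.00, 0.00 and 0.25 FPKM. FAM13B is listed as 2 features, of which one went from 2.70 ± 0.131 to 0.437 ± 0.0737 FPKM (adjusted p = 0.0015 from limma). The other went from 3.59, 2.93 and 3.79 FPKM to 0.24, 0.10 and 0.00 FPKM. The groups did not overlap in 2281 genes that were higher and 3722 that were lower, 45.7% of the tested genes, where chance alone gives 10%.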

### Functional enrichment analysis of differentially expressed genes.

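The deposited table lists 18014 features, of which 17940 were above 0 FPKM in at least 1 library, 14486 were above 0 in each of the 6 libraries and 74 were at 0 throughout. The most abundant named transcripts included SPP1, the secreted adhesion protein osteopontin, PLAT, tissue plasminogen activator, and the ribosomal protein genes RPSA and RPS2. SPP1 stood at 5234 FPKM on average in control cells and 3582 FPKM in treated cells (log2 fold change of -0.54, adjusted p = 0.157 from limma). PLAT stood at 2605 ± 34.2 and 2499 ± 109 FPKM (SD, n = 3 each; log2 fold change of -0.06, adjusted p = 0.402 from limma). With median-of-ratios size factors the sign of PLAT turned (0.02), and after quantile normalization it was lower by a log2 fold change of -0.27 (adjusted p = 0.0248 from limma, 0.0248 to 0.846 over all settings). RPSA, a ribosomal protein that is also a laminin receptor, rose from 2391 to 2854 FPKM on average, by 0.26 on the log2 scale (adjusted p = 0.0213 from limma). That call was lost after quantile normalization (adjusted p = 0.172 from limma) and without control replicate 1 or treated replicate 1 or 3 (adjusted p = 0.0523, 0.0758 and 0.0776 from limma, 0.0152 to 0.172 over all settings). RPS2, another ribosomal protein, stood at 2320 ± 238 and 2632 ± 45.1 FPKM (adjusted p = 0.157 from limma). A symbol was given in the table for 13801 features. Another 80 were named through a RefSeq accession and 1, HSPA1A, through its description, while 4132 have no name. Of the features, 11710 had a mean of at least 1 FPKM and 7053 a mean of at least 5 FPKM.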

The transcriptome sequencing (RNA-seq) analysis revealed a total of 18,014 genes, of which 296 genes were significantly differentially expressed. To assess the biological functions of the 296 DEGs, enrichment analysis of GO classification (http://www.geneontology.org/) and KEGG pathway (http://www.genome.jp/kegg) was conducted. GO enrichment analysis of the DEGs revealed a significant enrichment of 424 GO terms throughout the differentiation process (*P < *0.05). 

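Positive regulation of apoptotic process was the 1 GO term left after adjustment among the genes that passed the study's thresholds. Of 148 tested genes annotated to positive regulation of apoptotic process, 21 were at a fold change of at least 2 and an unadjusted p under 0.05, 10 of them higher and 11 lower (adjusted p = 0.0208, one-sided Fisher's exact test). The higher genes included BCL2L11, which encodes the proapoptotic BH3 protein BIM, and NR4A1, an orphan nuclear receptor, which went from 0.760 ± 0.0656 to 2.89 ± 0.338 FPKM (SD, n = 3 each; adjusted p = 0.0023 from limma). The lower genes included TOP2A, the topoisomerase of dividing cells, and DUSP6, a phosphatase of ERK. Among the higher genes alone, ATPase activator activity was enriched with 5 of 13 genes (adjusted p = 0.0218, one-sided Fisher's exact test), which were AHSA1 and AHSA2, activators of the Hsp90 ATPase, DNAJB4, a cochaperone of Hsp70, and 2 features without a name. Chaperone binding had 7 of 47 genes and unfolded protein binding 7 of 54 genes (adjusted p = 0.0596 and 0.119, one-sided Fisher's exact test). Among the lower genes alone, transforming growth factor beta-activated receptor activity was enriched with 3 of 3 genes, TGFBR1, TGFBR2 and TGFBR3 (adjusted p = 0.0480, one-sided Fisher's exact test). Chromosome organization in the meiotic cell cycle had 4 of 6 genes (adjusted p = 0.0348, one-sided Fisher's exact test). Genes named for these terms other than BCL2L11 were chosen after their values were seen. Of 5871 terms with at least 3 tested genes, 254 had an unadjusted p under 0.05 and 1 an adjusted p under 0.05 for both directions together, against a background of 9695 annotated genes with 444 differentially expressed. No term was left without control replicate 1 or without control replicate 3, with 232 and 235 at an unadjusted p under 0.05, and 2 were left without treated replicate 2. Taking the genes with an adjusted p under 0.05 instead gave 426 terms at an unadjusted p under 0.05 and 16 after adjustment.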

The significant GO terms were divided into three major categories—biological process, cellular component, and molecular function—as shown in Fig. 4. Among the biological processes, 178 of the DEGs were distributed to regulation of transcription, oxidation reduction processes, positive regulation of NF-κB transcription factor activity, negative regulation of Jun kinase activity, positive regulation of the p38 mitogen-activated protein kinase (MAPK) cascade, and activation of cysteine-type endopeptidase activity. 

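Of 786 tested genes annotated to regulation of transcription, 26 were higher and 24 lower at a fold change of at least 2 and an unadjusted p under 0.05 (adjusted p = 0.686, one-sided Fisher's exact test). The higher ones included JMJD6, an oxygenase that acts on histones and splicing factors, from 8.68 ± 0.766 to 27.4 ± 1.54 FPKM. PPARG, the nuclear receptor of fat cell differentiation, went from 32.3 ± 2.69 to 69.2 ± 0.118 FPKM (SD, n = 3 each). The lower ones included NFAT5, the transcription factor of osmotic stress, from 6.75 ± 1.11 to 2.51 ± 0.207 FPKM. CLOCK, of the circadian clock, went from 1.67 ± 0.223 to 0.437 ± 0.301 FPKM. Among 449 tested genes of oxidation-reduction processes, 16 were higher and 5 lower (adjusted p = 1, unadjusted p = 0.493, one-sided Fisher's exact test). Among them GSR, glutathione reductase, went from 17.2 ± 2.56 to 42.1 ± 1.59 FPKM. For positive regulation of NF-kappaB transcription factor activity, 1 of 70 tested genes was higher, SPHK1, a sphingosine kinase, and 1 was lower, CLOCK. GADD45G and GADD45B, stress sensors that activate p38 through MAP3K4, were the 2 higher genes among 12 of positive regulation of the p38 MAPK cascade (unadjusted p = 0.102, one-sided Fisher's exact test). GADD45B went from 6.75, 6.48 and 2.53 FPKM to 18.6, 15.0 and 16.9 FPKM. Of 6 tested genes of negative regulation of Jun kinase activity, 1 feature without a name was higher. Of 7 for activation of cysteine-type endopeptidase activity, none passed both thresholds. The genes named for these terms were chosen after their values were seen, except GADD45G.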

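ELOVL4, an elongase of very long chain fatty acids, was the 1 gene of 66 tested for the integral component of the endoplasmic reticulum membrane that passed a fold change of at least 2 with an unadjusted p under 0.05. It rose from 0.407 ± 0.125 to 0.997 ± 0.0551 FPKM (SD, n = 3 each; adjusted p = 0.0308 from limma), and was chosen after its values were seen. By adjusted p alone, 5 genes of the endoplasmic reticulum membrane rose and 5 fell. Of the 7 tested genes of the signal recognition particle receptor complex, which docks nascent secretory proteins at the endoplasmic reticulum, none passed both thresholds. The unadjusted p of enrichment was 0.955 for the endoplasmic reticulum membrane and 1 for the receptor complex (one-sided Fisher's exact test).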

In the cellular component field, 188 DEGs belonged to the integral component of the peroxisomal membrane, the integral component of the endoplasmic reticulum (ER) membrane, and the signal recognition particle receptor complex. 

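Of 385 tested genes annotated to sequence-specific DNA binding transcription factor activity, 16 were higher and 16 lower at a fold change of at least 2 and an unadjusted p under 0.05 (unadjusted p = 7.7e-04, adjusted p = 0.275, one-sided Fisher's exact test). CSRNP1, a nuclear protein induced by AXIN1, rose from 2.28 ± 0.206 to 7.18 ± 0.415 FPKM. NFYB, a subunit of the CCAAT-binding factor, rose from 6.53 ± 0.583 to 14.1 ± 0.989 FPKM (SD, n = 3 each). By adjusted p alone, 50 of these genes rose and 58 fell. None of the 3 tested genes for cyclic AMP-dependent protein kinase activity passed the fold threshold, and 1 of them fell by adjusted p. CSRNP1 and NFYB were chosen after their values were seen. Another feature with the symbol NFYB stood at 0.0600, 1.08 and 0.130 FPKM in control and 1.72, 1.65 and 1.35 FPKM in treated libraries (adjusted p = 0.0878 from limma).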

In molecular function, 164 DEGs were responsible for transcription factor activity and cyclic AMP (cAMP)-dependent protein kinase activity.

**FIG 4:**
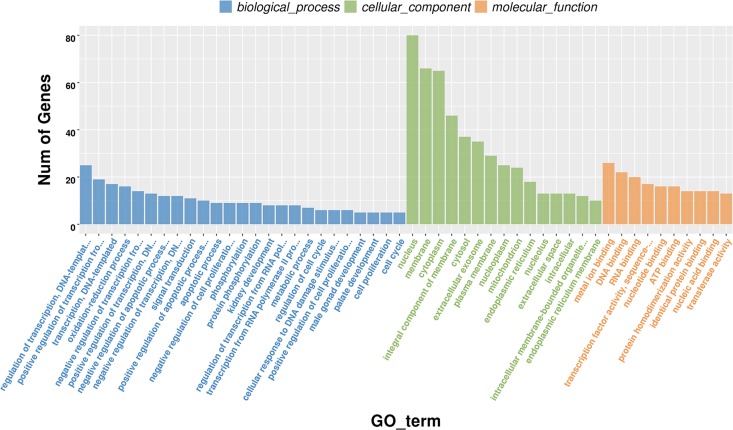
GO classifications of genes in BVECs. The abscissa is the GO classification, and the ordinate is the number of genes in each category.

The analysis of pathway enrichment allowed for deep recognition of the biological functions of the DEGs. KEGG analysis showed that the DEGs were mainly involved in signal transduction, the immune system, endocrine system, transport, and catabolism, as well as metabolism and genetic information processing (Fig. 5). The DEGs were successfully annotated as members of 171 pathways, and there were 23 significantly enriched KEGG pathways (*P < *0.05). 

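Genes of FoxO signaling, the pathway by which cells arrest, repair or die when growth factors or redox balance fail, were the 1 KEGG pathway left after adjustment. Of 88 tested genes of the pathway, 13 passed a fold change of at least 2 and an unadjusted p under 0.05, 5 higher and 8 lower (unadjusted p = 1.2e-04, adjusted p = 0.0377, one-sided Fisher's exact test). BCL2L11, which encodes BIM, rose from 5.10 ± 0.182 to 17.9 ± 0.478 FPKM (SD, n = 3 each; log2 fold change of 1.79, adjusted p = 1.8e-04 from limma). SGK1, a kinase that inhibits FoxO factors, fell from 26.5 ± 1.28 to 11.3 ± 1.87 FPKM. PLK4, the kinase of centriole duplication, fell from 5.41 ± 0.346 to 2.21 ± 0.199 FPKM. CDKN1A, which encodes the cell cycle inhibitor p21, was at 12.8, 11.9 and 14.4 FPKM in control libraries and at 64.5, 254 and 65.7 FPKM in treated libraries (adjusted p = 0.0164 from limma). TGFBR1, a receptor of transforming growth factor beta, fell from 10.2 ± 0.862 to 3.61 ± 1.21 FPKM. ATM, the kinase of the DNA damage response, went from 1.21 ± 0.265 to 0.440 ± 0.0458 FPKM. In a list of FoxO signaling components written before the data were examined, 8 of 37 tested genes rose, 13 fell and 16 did neither, with 8 higher and 14 lower adjusted over the list alone. That list showed no shift as a set (adjusted p = 0.568 from limma's camera, tested as down), with a median log2 fold change of -0.23 and a mean of 0.04. BCL6, a transcriptional repressor and FoxO target, rose by 0.76 on the log2 scale. The differentially expressed genes had members in 225 of 312 pathways with at least 3 tested genes, of which 27 had an unadjusted p under 0.05 and 1 an adjusted p under 0.05. The test rested on 168 differentially expressed among 3738 annotated genes. No pathway was left after adjustment with median-of-ratios size factors, quantile normalization, array weights or a pseudocount of 1 or 0.01, where 23 to 43 pathways had an unadjusted p under 0.05 over all settings of the fit. For the higher and the lower genes alone none was left either, with 26 and 13 at an unadjusted p under 0.05. Without treated replicate 3 none was left either, while 5 were left without control replicate 2, 3 without control replicate 3, 3 without treated replicate 1 and 9 without treated replicate 2. CDKN1A, TGFBR1 and ATM were chosen after their values were seen.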

Relatively high numbers of genes were involved in protein processing in the endoplasmic reticulum, phosphatidylinositol 3-kinase (PI3K)-Akt signaling pathway, FOXO signaling pathway, interleukin-17 (IL-17) signaling pathway, antigen processing and presentation, Jak-STAT signaling pathway, p53 signaling pathway, osteoclast differentiation, the ErbB signaling pathway, and other regulatory pathways (Fig. 6).

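In the Jak-STAT pathway, 5 of 62 tested genes were higher and 3 lower at a fold change of at least 2 and an unadjusted p under 0.05 (adjusted p = 0.227 for enrichment, one-sided Fisher's exact test). CISH, a feedback inhibitor of STAT5, rose from 6.96 ± 0.341 to 30.0 ± 0.505 FPKM and PIM1, a survival kinase induced by STAT factors, from 11.1 ± 0.280 to 44.0 ± 3.13 FPKM (SD, n = 3 each; adjusted p = 1.1e-04 and 1.9e-04 from limma). IFNAR1, a subunit of the type I interferon receptor chosen after its values were seen, fell from 38.2 ± 2.70 to 15.6 ± 2.00 FPKM. In the ErbB pathway, 4 of 55 tested genes were higher and 0 lower (adjusted p = 1, unadjusted p = 0.233, one-sided Fisher's exact test). They included the ErbB ligands HBEGF, from 5.29 ± 0.699 to 23.4 ± 1.96 FPKM, and AREG, from 62.2 ± 5.29 to 150 ± 13.6 FPKM (adjusted p = 8.7e-04 and 0.0018 from limma). For PI3K-Akt signaling, 7 of 172 genes were higher and 4 lower (adjusted p = 0.926, one-sided Fisher's exact test). The p53 pathway had 4 of 55 higher and 2 lower, and osteoclast differentiation 5 of 71 higher and 3 lower (adjusted p = 0.278 for the latter, one-sided Fisher's exact test). Protein processing in the endoplasmic reticulum had 9 of 127 genes, 8 higher, 3 of them without a name, and 1 lower (adjusted p = 0.819, unadjusted p = 0.115, one-sided Fisher's exact test). For the higher genes alone its unadjusted p was 0.0094 (adjusted p = 0.292, one-sided Fisher's exact test). IL-17 signaling had 8 of 57, 5 higher and 3 lower (adjusted p = 0.158, unadjusted p = 0.0035, one-sided Fisher's exact test). Antigen processing and presentation had 3 of 39, all higher (adjusted p = 1, unadjusted p = 0.255, one-sided Fisher's exact test). By adjusted p alone the balance differed. In Jak-STAT 9 genes rose and 17 fell, in PI3K-Akt 22 and 38, and in osteoclast differentiation 8 and 14. In IL-17 signaling 7 rose and 10 fell, in ErbB 14 and 13, in p53 8 and 8, and in antigen presentation 10 and 0. With such genes as the set, ErbB held 27 of 55 (unadjusted p = 5.7e-04, adjusted p = 0.0869, one-sided Fisher's exact test). In a list of ligands and feedback genes of Jak-STAT, PI3K-Akt and ErbB signaling written before the data were examined, 6 of 37 tested genes rose, 12 fell and 19 did neither, with 8 higher and 13 lower adjusted over the list alone (median log2 fold change of -0.16, mean of 0.04, adjusted p = 0.819 from limma's camera, tested as down). Without treated replicate 2 the sign of that test turned (adjusted p = 0.993 from limma's camera, 0.0527 to 0.993 over all settings of limma's set tests, the lowest with fry).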

**FIG 5:**
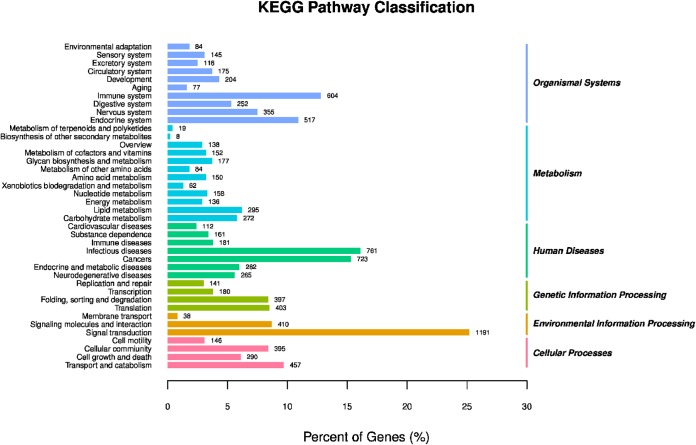
KEGG pathway classification of genes in BVECs. The ordinate is the name of the KEGG metabolic pathway, and the abscissa is the ratio of the number of genes annotated to the pathway and the number of genes in the annotated genes.

**FIG 6:**
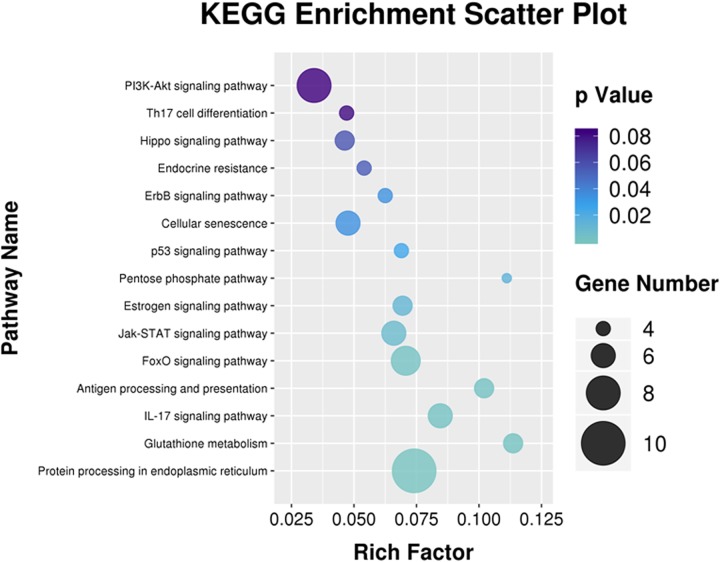
The significantly enriched KEGG pathway of DEGs. Rich factor, number of differentially expressed genes/total number of genes in this KEGG pathway. The larger the value, the greater the enrichment.

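Of 42 tested genes of a list of glutathione metabolism, the pentose phosphate pathway and targets of NRF2, the transcription factor of oxidative and electrophile stress, 17 rose, 2 fell and 23 did neither, with 21 higher and 2 lower adjusted over the list alone. The list was higher as a set (median log2 fold change of 0.29, adjusted p = 2.0e-08 from limma's camera), also with an estimated correlation (adjusted p = 0.0205). TXNRD1, thioredoxin reductase, rose from 68.4 ± 3.02 to 285 ± 17.8 FPKM (SD, n = 3 each; log2 fold change of 2.06, standard error 0.06, adjusted p = 1.5e-04 from limma). MGST2, a microsomal glutathione transferase, rose from 5.10 ± 0.377 to 26.1 ± 1.06 FPKM (log2 fold change of 2.34, adjusted p = 1.7e-04 from limma). TKT, the transketolase of the pentose phosphate pathway, rose from 219 ± 2.07 to 370 ± 8.60 FPKM (log2 fold change of 0.76, adjusted p = 8.3e-04 from limma). GCLM, the modifier subunit of the enzyme that limits glutathione synthesis, and GSTM3, a glutathione transferase, rose by 1.36 and 1.38 on the log2 scale, and both were chosen after their values were seen. In the glutathione metabolism pathway of the deposited annotation, 12 of 37 tested genes rose and 2 fell by adjusted p, and in the pentose phosphate pathway 9 of 24 rose and 1 fell. At a fold change of at least 2 these pathways held 3 and 2 genes, and their unadjusted p of enrichment was 0.230 and 0.294 (one-sided Fisher's exact test).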

DEGs were analyzed with KEGG to predict and study the functions of the encoded proteins that were engaged in the primary and most interesting pathways, as well as those that were possibly relevant to *Lactobacillus* adhesion mechanisms and immune response. 

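Of the 15 genes of Table 2, 12 could be named in the deposited table, HSPA1A through its description, and 10 of those 12 rose. DNAJB1, DNAJA1 and HSPA8 have no symbol there and are not reported, and whether they are among the features without a name was not tested. The genes that rose were the chaperones HSPH1, HSP90AA1 and HSPA1A, the endoplasmic reticulum membrane proteins CKAP4 and SEC62, the phosphatase regulator PPP1R15A, the AP-1 subunits FOSL1, JUN and FOSB, and the cytokine receptor IL17RA. At the thresholds of the study 8 of them were higher, without HSP90AA1 and SEC62, whose fold change was under 2. DERL2 and CD74 neither rose nor fell. The median log2 fold change of the 12 genes was 1.91, and as a set they were higher (adjusted p = 1.5e-11 from limma's camera), also with an estimated correlation (adjusted p = 0.0205). The same 10 were higher and 0 lower adjusted over the list alone. The study chose these genes on the same libraries, so their shared direction is not independent evidence.

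**Figure D2:**
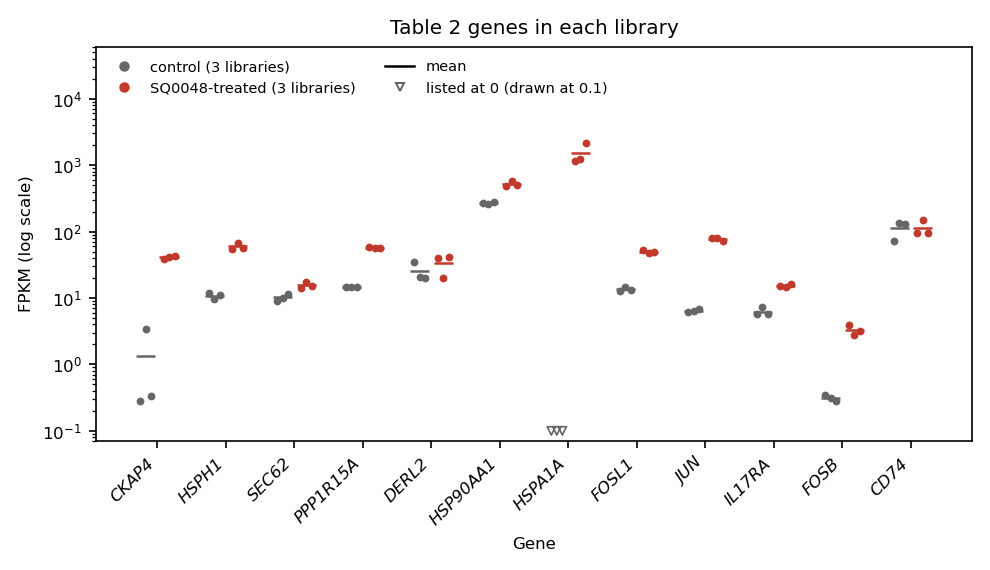
FPKM (log axis) in each of the 3 control and 3 treated libraries for the 12 genes of Table 2 that could be named, with the mean of each group as a horizontal line. An open triangle is a value listed at 0 and drawn at 0.1, as for HSPA1A in the control libraries, and the groups overlap for DERL2 and CD74.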

In pathways associated with the response of the BVECs treated with *Lactobacillus*, approximately 15 DEGs were found (Table 2). 

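Of the genes placed in this pathway in Table 2, HSPH1, an Hsp110 nucleotide exchange factor of cytosolic Hsp70, rose from 10.8 ± 1.17 to 60.2 ± 6.78 FPKM (SD, n = 3 each; log2 fold change of 2.46, standard error 0.12, adjusted p = 5.5e-04 from limma). PPP1R15A, which directs dephosphorylation of eIF2alpha, rose from 14.7 ± 0.136 to 57.4 ± 1.70 FPKM (log2 fold change of 1.96, adjusted p = 5.4e-05 from limma). HSP90AA1, the inducible cytosolic Hsp90, rose from 273 ± 10.2 to 515 ± 48.0 FPKM (log2 fold change of 0.91, adjusted p = 0.0025 from limma). CKAP4, a protein that shapes endoplasmic reticulum sheets, was at 0.28, 3.44 and 0.33 FPKM in control libraries and 38.4, 42.1 and 42.5 FPKM in treated libraries (log2 fold change of 5.62, standard error 0.88, adjusted p = 0.0100 from limma). The fitted fold change was 49.3, 21.4 with a pseudocount of 1 and 101.5 without control replicate 2, while the ratio of the mean FPKM was 30.4. SEC62, which helps proteins enter the endoplasmic reticulum, rose from 10.2 ± 1.18 to 15.6 ± 1.87 FPKM (log2 fold change of 0.60, adjusted p = 0.0220 from limma), but the call was lost without limma's moderation (adjusted p = 0.0537). It was also lost without control replicate 1 or 2 or treated replicate 3 (adjusted p = 0.0633, 0.0607 and 0.0609 from limma, 0.0131 to 0.0633 over all settings). DERL2, of the retrotranslocation channel for misfolded proteins, was at 25.2 ± 8.80 and 33.7 ± 11.8 FPKM, with overlapping groups (log2 fold change of 0.40, adjusted p = 0.466 from limma). HSPA1A, the inducible Hsp70, was listed at 0 in each control library and at 1144, 1237 and 2172 FPKM in the treated libraries. A feature without a symbol, ENSBTAG00000013162, shares the orthology entry of HSPA1A and went from 621, 594 and 616 FPKM to 1520, 1836 and 1559 FPKM. How reads were divided between these features is not known from FPKM, so the level of each is uncertain. As a set, 6 of the 7 tested genes rose and 0 fell, also adjusted over the list alone (median log2 fold change of 1.96, adjusted p = 1.0e-07 from limma's camera, 0.0275 with an estimated correlation). The study chose that list on these libraries, so it is not independent evidence.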

Among the DEGs, 10 genes (CKAP4, DNAJB1, DNAJA1, HSPH1, HSPA8, SEC62, PPP1R15A, DERL2, HSP90AA1, and HSPA1A) were upregulated and involved in protein processing in the endoplasmic reticulum—the pathway in which most of the DEGs participated. 

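JUN, the core subunit of AP-1, rose from 6.46 ± 0.347 to 77.1 ± 3.77 FPKM (SD, n = 3 each; log2 fold change of 3.56, standard error 0.07, adjusted p = 2.1e-05 from limma). Its partners FOSL1 and FOSB rose from 13.6 ± 1.00 to 49.7 ± 3.11 FPKM and from 0.313 ± 0.0351 to 3.31 ± 0.631 FPKM, respectively (log2 fold changes of 1.87 and 3.03, adjusted p = 3.8e-04 and 0.0013 from limma). The size for FOSB depends on the pseudocount, with a log2 fold change of 1.71 at a pseudocount of 1 and 3.35 at 0.01. IL17RA, the shared receptor chain for IL-17 cytokines, rose from 6.23 ± 0.875 to 15.2 ± 0.806 FPKM (log2 fold change of 1.28, adjusted p = 0.0027 from limma). CD74, the invariant chain of MHC class II, was at 73.2, 135 and 128 FPKM in control libraries and 95.0, 149 and 94.9 FPKM in treated libraries (log2 fold change of 0.03, standard error 0.30, adjusted p = 0.959 from limma), and its sign turned after rescaling to TPM (-0.06), after quantile normalization (-0.03), without control replicate 1 (-0.26) and without treated replicate 2 (-0.19). All 5 of the study's IL-17 genes rose, also adjusted over the list alone (adjusted p = 1.0e-07 from limma's camera, 0.0275 with an estimated correlation). Of its antigen presentation genes, 2 of 3 tested rose and 0 fell, also adjusted over the list alone (adjusted p = 0.0034 from limma's camera, but adjusted p = 0.112 with an estimated correlation). The 2 are HSP90AA1 and HSPA1A, and HSPA1A is listed at 0 in each control library. HSPA1A lifts the list mean to 4.92 on the log2 scale against a median of 0.91, so the set test leans on it. Both lists were chosen by the study on these libraries and are not independent evidence. In a wider list of IL-17 receptor signaling components and targets, which leaves out the other genes of Table 2, 3 of 24 tested genes rose, 1 fell and 20 did neither, also adjusted over the list alone (median log2 fold change of 0.10, adjusted p = 0.207 from limma's camera). MMP9, a matrix metalloprotease induced by IL-17, rose from 1.51 ± 0.172 to 4.05 ± 0.882 FPKM. MMP1, a collagenase, rose by 0.43 on the log2 scale, while IKBKB, a kinase that activates NF-kB, fell by 0.46. In a list of MHC class I and class II antigen presentation, 5 of 27 tested genes rose, 1 fell and 21 did neither, also adjusted over the list alone (median log2 fold change of 0.11, adjusted p = 0.0204 from limma's camera, adjusted p = 0.302 with an estimated correlation). That call was also lost after quantile normalization (adjusted p = 0.164) and without control replicate 1 (adjusted p = 0.122, 0.0086 to 0.302 over all settings of limma's set tests). TAPBPL, a peptide editor of class I, rose from 6.93 ± 0.522 to 15.0 ± 4.96 FPKM, and the immunoproteasome subunits PSMB8 and PSMB9 rose by 0.29 and 0.30 on the log2 scale. The call of TAPBPL was lost without control replicate 1, 2 or 3 (adjusted p = 0.0723, 0.0548 and 0.0766 from limma, 0.0183 to 0.0766 over all settings). That of PSMB8 was lost without control replicate 1 or 3 or treated replicate 1 or 3 (adjusted p = 0.0785, 0.0752, 0.0956 and 0.080 from limma, 0.0186 to 0.0956 over all settings). PSMB9 was no longer called without control replicate 1, 2 or 3 or treated replicate 1 or 2 (adjusted p = 0.0925, 0.0738, 0.0863, 0.0936 and 0.0724 from limma, 0.0133 to 0.0936 over all settings). The gene that fell was CIITA, the transactivator of class II genes, from 1.29 ± 0.191 to 0.587 ± 0.171 FPKM (adjusted p = 0.0391 from limma), named after its values were seen.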

Five DEGs (FOSL1, JUN, IL17RA, FOSB, and HSP90AA1) were upregulated and belonged to the IL-17 signaling pathway, and four (CD74, HSPA8, HSP90AA1, and HSPA1A) were upregulated and participated in antigen processing and presentation.

**TABLE 2:** Significantly upregulated or downregulated genes involved in signaling in BVECs

Gene name	Gene description	Fold change	*P* value	Regulation
CKAP4	Cytoskeleton-associated protein 4	35.99	0.04913	Up
HSPH1	Heat shock protein family H (Hsp110) member	5.48	0.00575	Up
SEC62	Translocation protein SEC62	2.03	0.01760	Up
PPP1R15A	Protein phosphatase 1 regulatory subunit 15A	3.65	0.00011	Up
DERL2	Derlin 2	2.02	0.03959	Up
HSPA8	Heat shock protein family A (Hsp70) member 8	3.08	0.0046	Up
DNAJB1	DnaJ heat shock protein family (Hsp40) member B1	10.66	0.03533	Up
DNAJA1	DnaJ heat shock protein family (Hsp40) member A1	2.6	0.00838	Up
HSP90AA1	Heat shock protein 90 alpha family class A member 1	2.17	0.01007	Up
HSPA1A	Heat shock 70-kDa protein 1A	847.97	0.00069	Up
FOSL1	FOS-like 1, AP-1 transcription factor subunit	3.61	0.00320	Up
JUN	Jun proto-oncogene	11.89	0.00006	Up
IL17RA	Interleukin-17 receptor A	2.21	0.03215	Up
FOSB	FosB proto-oncogene	2.74	0.01874	Up
CD74	CD74 molecule	2.79	0.03432	Up

### Validation of selected genes by RT-qPCR.

To validate the results of RNA-seq analysis, quantitative reverse transcription-PCR (RT-qPCR) was used to examine DEGs with significant roles in adhesion mechanisms and immune response that were upregulated. 

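In the RNA-seq libraries, every treated library lay above every control library for CKAP4, HSPH1, SEC62, PPP1R15A, HSP90AA1, HSPA1A, FOSL1, JUN, IL17RA and FOSB, and the groups overlapped for DERL2 and CD74. The two-sided exact permutation p of each gene without overlap was 0.1, the smallest that 3 libraries against 3 allow. ACTB, the beta-actin gene to which the RT-qPCR was normalized, was at 758 ± 11.5 FPKM in control and 766 ± 18.6 FPKM in treated libraries (SD, n = 3 each; log2 fold change of 0.01, standard error 0.04, adjusted p = 0.833 from limma). After quantile normalization it was lower by a log2 fold change of -0.22 (adjusted p = 0.0234 from limma), and after rescaling to TPM its log2 fold change was -0.08 (adjusted p of 0.0234 to 0.978 over all settings of limma). Without treated replicate 3 it was -0.01. Of 7 tested reference and housekeeping genes, 1 rose, 0 fell and 6 did neither, with 1 higher and 0 lower adjusted over the list alone (median log2 fold change of 0.01, adjusted p = 0.207 from limma's camera). The sign of that set test turned after quantile normalization (adjusted p = 0.618 from limma's camera, 0.0348 to 0.618 over all settings of limma's set tests, the lowest with fry). The gene that rose was RPLP0, a ribosomal stalk protein, which rose by 0.31 on the log2 scale (adjusted p = 0.0093 from limma) and had a log2 fold change of 0.11 after quantile normalization (adjusted p = 0.192 from limma, 0.0064 to 0.192 over all settings). The RT-qPCR values were not analysed here.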

The expression trends of 15 DEGs (HSP90AA1, HSPA1A, FOSL1, JUN, IL17RA, CKAP4, DNAJB1, DNAJA1, HSPH1, HSPA8, SEC62, PPP1R15A, DERL2, FOSB, and CD74) were found to be similar to those obtained by RNA-seq, suggesting that the RNA-seq data reliably reflected the gene expression trends (Fig. 7).

**FIG 7:**
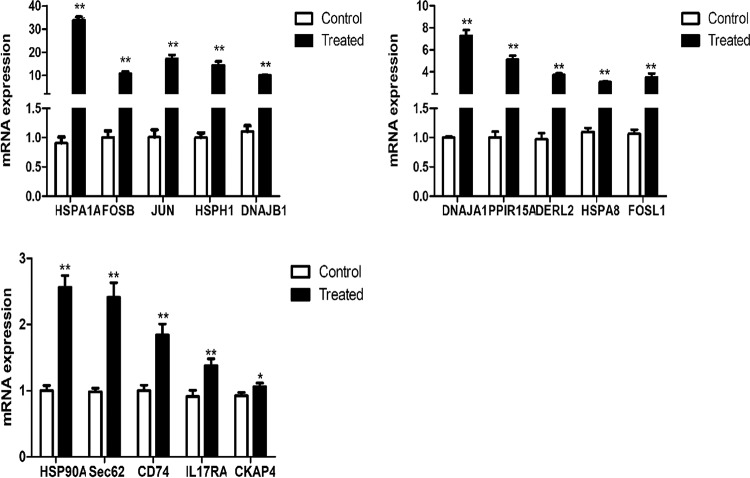
Relative quantification of DEGs for verification by RT-qPCR. RT-qPCR relative expression levels of selected genes were chosen for the cells treated with SQ0048. The expression of each gene was normalized to the average expression of the endogenous reference gene β-actin. *, *P* < 0.05; **, *P *<* *0.01.

## DISCUSSION

The vaginal microbiota can be altered by external factors such as environmental exposures, microbial interspecies competition, and commensalism (1), with the microbial species that inhabit the vaginal tract playing an important role in the maintenance of health and prevention of infection. It is recognized that a spectrum of microbial profiles can produce a stable vaginal ecosystem with the ability to prevent vaginitis and other reproductive tract infections (20). *Lactobacillus*, which is dominant among bovine vaginal microbial species, benefits the epithelium with regard to cell proliferation and survival, prevention of epithelial injury, and improvement of the epithelial barrier and immune function (21–23). Adherence of vaginal lactobacilli to host cells has been shown to prevent colonization by pathogenic microorganisms *in vitro* and to stimulate host defense mechanisms against pathogens (12, 24). However, although the health benefits of lactobacilli isolated from bovine vagina are widely recognized, the molecular mechanisms of adhesion and pathogenic inhibition have yet to be determined. Therefore, we investigated the transcriptome profile of differential gene expression in BVECs treated with the SQ0048 strain.

In this study, we cultured primary BVECs confirmed by morphology and immunofluorescence. Meanwhile, using transcriptome profiling analysis, we showed that the BVECs treated with the SQ0048 strain distinctly modulated a high number of genes encoding different processes. We identified 296 DEGs in SQ0048 strain-stimulated BVECs compared to nonstimulated BVECs. To confirm the results of the transcriptome profiling analysis, 15 genes were chosen and their expression was examined by RT-qPCR. 

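Of 32 tested immediate early and AP-1 genes, which are transcribed within minutes of a stimulus, 14 rose, 3 fell and 15 did neither, with 16 higher and 4 lower adjusted over the list alone (median log2 fold change of 0.85, adjusted p = 2.0e-06 from limma's camera, adjusted p = 0.150 with an estimated correlation). ATF3, a stress-induced transcription factor, rose from 7.93 ± 0.456 to 39.3 ± 4.05 FPKM (SD, n = 3 each; log2 fold change of 2.29, standard error 0.10, adjusted p = 3.8e-04 from limma). Of 40 tested genes of the cell cycle and DNA replication, 0 rose, 17 fell and 23 did neither, with 18 lower adjusted over the list alone (median log2 fold change of -0.25, adjusted p = 9.4e-04 from limma's camera, adjusted p = 0.367 with an estimated correlation). CCND1, which encodes cyclin D1, fell from 41.7 ± 2.47 to 16.5 ± 0.866 FPKM (log2 fold change of -1.33, standard error 0.07, adjusted p = 8.3e-04 from limma). Its partner kinase CDK6 fell from 15.8 ± 0.592 to 8.19 ± 0.632 FPKM, and the S-phase repressor E2F8 from 5.84 ± 0.318 to 2.27 ± 0.262 FPKM. CENPF, a kinetochore protein, fell from 6.28 ± 0.869 to 1.42 ± 0.289 FPKM. Targets of p53 included 10 genes that rose, 0 that fell and 14 that did neither among 24 tested, with 10 higher and 2 lower adjusted over the list alone (median log2 fold change of 0.30, adjusted p = 0.0040 from limma's camera, adjusted p = 0.112 with an estimated correlation). PLK3, a stress-activated kinase, rose from 10.9 ± 0.866 to 29.9 ± 1.42 FPKM. SESN2, a sestrin that restrains mTORC1, rose from 6.63 ± 0.437 to 11.9 ± 0.818 FPKM.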

DEGs encode proteins that are involved in transcription, signaling, the cell cycle, protein folding, and the inflammatory response. Furthermore, according to the GO classification and KEGG pathway enrichment analysis, we found that the DEGs were mainly enriched in several related pathways, including protein processing in the endoplasmic reticulum, the IL-17 signaling pathway, and antigen processing and presentation.

The IL-17 signaling pathway is critical for host defense and contributes to the pathogenesis of autoimmune diseases and cancer (25). Huang et al. demonstrated that IL-17R signaling is required for host defense against extracellular bacterial and systemic Candida albicans infections (26). IL-17A is required for host inhibitory pathogens (27). Antigen processing and presentation pathways are related to inflammation and defense against infectious agents (28). Wang et al. have reported that in the microbial infection of host cells, exosomes take part in antigen presentation for the activation of immune cells and stimulate the release of inflammatory factors and the expression of immune molecules, thus modulating the immune responses of host cells (29).

Protein processing in the endoplasmic reticulum regulates fundamental cellular functions such as the homeostatic maintenance of stress response and protein folding (30). Interestingly, in our study, protein processing in the endoplasmic reticulum was the most enriched pathway in that most of the DEGs related to the specific adherence function participated in this pathway. The ER serves to maintain protein homeostasis, including the regulation of the concentration, conformation, folding, and trafficking of client protein in cells (31). It plays crucial roles in cellular homeostasis by controlling the processing and folding of secretory and membrane proteins. Under normal physiological conditions, the ER transports only correctly folded proteins to the Golgi apparatus, while misfolded proteins are extracted for ubiquitin-dependent ER-associated degradation (ERAD) (32). Many studies have reported that the viral infection by and replication of *Flaviviridae* such as Japanese encephalitis virus, bovine viral diarrhea virus, and hepatitis C virus induce ER dysfunction and stress (33, 34). Another study demonstrated that Brucella melitensis was a facultative intracellular bacterium that fuses with the ER to replicate, resulting in a marked reorganization of the ER around the replicating bacteria and triggering the unfolded protein response (UPR) (35). As mentioned above, bacteria and viruses cause ER stress. In the present study, the transcriptome profiling results showed that incubation of BVECs with *Lactobacillus* also activates protein processing in the endoplasmic reticulum pathway (Fig. 8). 

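Of 28 tested cytosolic heat shock chaperones and cochaperones, 18 rose, 0 fell and 10 did neither, with 23 higher and 0 lower adjusted over the list alone. As a set they were higher (median log2 fold change of 0.85, adjusted p = 3.3e-13 from limma's camera), also with an estimated correlation (adjusted p = 0.0205). Among the 28 are 3 genes of Table 2, which the study chose on these libraries. The list of endoplasmic reticulum chaperones below leaves out the genes of Table 2. UBB, which encodes polyubiquitin, rose from 559 ± 54.2 to 1560 ± 110 FPKM (SD, n = 3 each; log2 fold change of 1.48, standard error 0.09, adjusted p = 0.0011 from limma). Of 37 tested endoplasmic reticulum chaperones and genes of ER-associated degradation, 5 rose, 6 fell and 26 did neither, also adjusted over the list alone (median log2 fold change of 0.06, adjusted p = 0.185 from limma's camera). HSPA5, the luminal Hsp70 known as BiP, rose from 217 ± 10.6 to 413 ± 35.5 FPKM (log2 fold change of 0.93, standard error 0.08, adjusted p = 0.0025 from limma). Its partner HSP90B1, the luminal Hsp90, chosen after its values were seen, was at 374 ± 30.2 and 375 ± 33.6 FPKM (adjusted p = 0.984 from limma). EDEM3, which trims mannose from misfolded glycoproteins, fell from 8.30 ± 0.448 to 4.06 ± 0.243 FPKM, SEC63, of the translocation channel, from 25.8 ± 2.59 to 16.3 ± 1.29 FPKM, and ATF6, a sensor of unfolded proteins, from 25.8 ± 0.941 to 19.0 ± 0.981 FPKM (adjusted p = 0.0023, 0.0092 and 0.0082 from limma). In the integrated stress response list, 9 of 26 tested genes rose, 2 fell and 15 did neither, with 12 higher and 3 lower adjusted over the list alone (median log2 fold change of 0.42, adjusted p = 1.6e-04 from limma's camera, adjusted p = 0.0798 with an estimated correlation). DDIT4, an inhibitor of mTORC1, rose from 11.6 ± 1.96 to 43.7 ± 3.98 FPKM and SLC3A2, the heavy chain of amino acid transporters, from 69.5 ± 0.230 to 105 ± 2.59 FPKM. In the pathway as the deposited annotation draws it, 23 of 127 tested genes rose and 17 fell. Of all 13144 tested genes, 1129 rose and 2072 fell, so the balance in the pathway leaned more to higher genes. From the upregulated genes that fall in this pathway, the paper proposes that its activation (Fig. 8) might play a large part in adhesion of Lactobacillus and in keeping out pathogens.

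**Figure D3:**
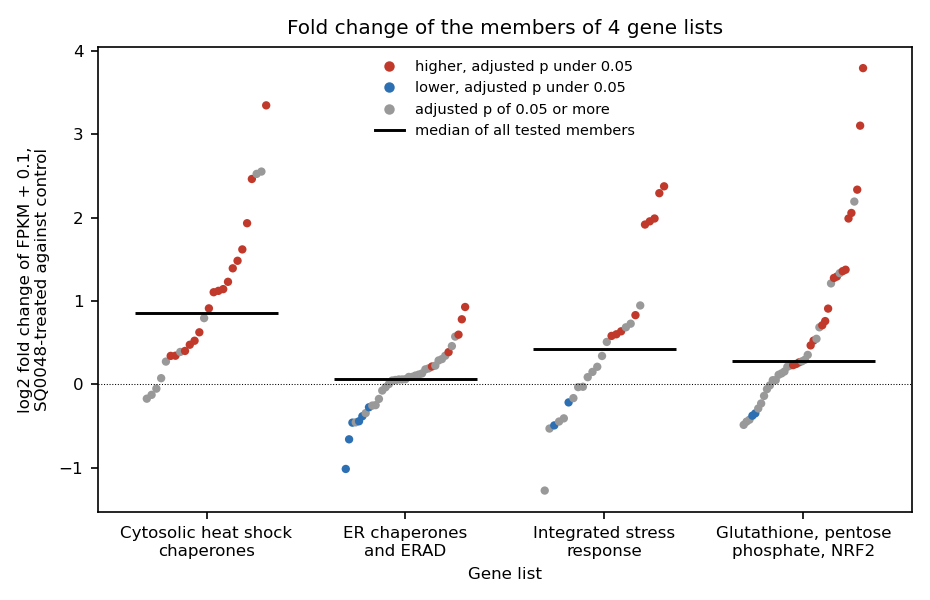
Log2 fold change of treated over control BVECs for each tested member of 4 gene lists (cytosolic heat shock, endoplasmic reticulum chaperones and degradation, integrated stress response, and glutathione, pentose phosphate and NRF2 genes), without features listed at 0, with a black line at the median of all tested members. The line stands at 0.85 for the heat shock genes and at 0.06 for the endoplasmic reticulum genes.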

Transcription profiling illustrated that DNAJA1, HSPA1A, HSP90AA1, Sec62, and other key components involved in protein processing in the endoplasmic reticulum pathway were positively regulated. Chaperones are specialized proteins that play a key role in cellular homeostasis by assisting in protein folding, assembly of macromolecular complexes, protein transport, and cellular signaling (36). Heat shock protein 90 (Hsp90) is an essential molecular chaperone that forms a large multichaperone complex that mediates the proper folding, activation, and assembly of its numerous substrate, or “client,” proteins (37). The molecular chaperone Hsp90 orchestrates the regulatory circuitry governing fungal morphogenesis, biofilm development, drug resistance, and virulence. One study demonstrated that Hsp90 was associated with the rapid development of antifungal resistance in the yeast Candida albicans (38). Montanari et al. observed that host cellular Hsp90 expression and activity interfere with adhesive and invasive events driven by NadA (39). HSP70, alias HSPA1A, serves as a molecular chaperone, playing a pivotal role in the protein quality control system, ensuring the correct folding of proteins and the refolding of misfolded proteins and controlling the targeting of proteins for subsequent degradation (40). Ghazaei (41) showed that the adhesion of bacteria to host cells is mediated by both the host and bacterial Hsp70. Following infection of the host, bacterial Hsp70 (DnaK) initiates bacterial survival processes and triggers an immune response by the host. Meanwhile, Hsp70 is bound to both host and microbial cell surface membranes and therefore facilitates the easy attachment and colonization of pathogens (41). Another molecular chaperone, Sec62, is an essential component of the posttranslational translocation machinery in the ER. A study identified Sec62 as a critical molecular component in the maintenance and recovery of ER homeostasis (42). DNAJA1 is an essential cochaperone of mammalian heat shock cognate 70 protein. It is the primary chaperone that interacts with nascent polypeptide chains and functions to prevent their premature release from the ribosome and misfolding before it is targeted by Hsp70 (41, 43). The results of our transcriptome profiling study indicated that related genes that were upregulated participated in protein processing in the endoplasmic reticulum pathway. Thus, we speculate that activation of this signaling pathway might be a major factor causing *Lactobacillus* adhesion to cells and pathogenic inhibition.

**FIG 8:**
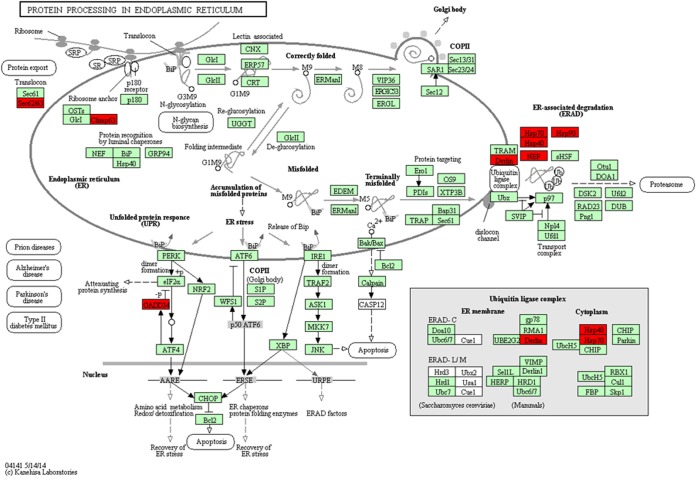
Identification of DEGs relevant to protein processing in the endoplasmic reticulum pathway. Red boxes refer to genes with an associated unigene(s) that was/were upregulated in the BVECs.

Our results emphasize the importance of the novel candidate pathway involving protein processing in the endoplasmic reticulum, the IL-17 signaling pathway, and antigen processing and presentation. The protein processing pathway in the endoplasmic reticulum is related to the specific adherence function of the SQ0048 strain and the inhibition of pathogenic colonization. The IL-17 signaling pathway and antigen processing and presentation are related to anti-inflammation and immunomodulation activity. However, further studies are necessary to confirm these results and to understand the underlying mechanisms of *Lactobacillus* action *in vivo*.

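Of 27 tested NF-kB targets, cytokines and chemokines, 2 rose, 7 fell and 18 did neither, with 3 higher and 9 lower adjusted over the list alone (median log2 fold change of -0.20, adjusted p = 0.523 from limma's camera). BCL3, a nuclear partner of NF-kB p50, fell from 34.6 ± 4.30 to 12.2 ± 0.983 FPKM (SD, n = 3 each; log2 fold change of -1.49, standard error 0.11, adjusted p = 0.0018 from limma). NFKB1, which encodes p105 and p50, fell from 22.5 ± 0.901 to 14.3 ± 0.791 FPKM. IL23A, the p19 subunit of IL-23, fell by 0.46 on the log2 scale, while NFKBIE, an inhibitor of NF-kB, rose from 8.38 ± 0.692 to 16.4 ± 0.728 FPKM. IL6 was at 22.7, 23.6 and 12.7 FPKM in control libraries and 9.73, 6.06 and 9.43 FPKM in treated libraries (adjusted p = 0.0401 from limma), named after its values were seen. Of 27 tested interferon-stimulated genes, 2 rose, 8 fell and 17 did neither, with 3 higher and 10 lower adjusted over the list alone (median log2 fold change of -0.20, adjusted p = 0.207 from limma's camera). STAT2, of the interferon signaling complex, fell from 21.8 ± 4.38 to 12.2 ± 0.790 FPKM and IFIH1, a sensor of double-stranded RNA, from 4.29 ± 0.367 to 2.70 ± 0.246 FPKM. The call of STAT2 was lost without treated replicate 1 (adjusted p = 0.0542 from limma, 0.0127 to 0.0542 over all settings). Of 9 tested Toll-like receptor and pattern recognition genes, 1 rose, 1 fell and 7 did neither, with 1 higher and 0 lower adjusted over the list alone (median log2 fold change of -0.21, tested as up, adjusted p = 0.948 from limma's camera). The sign of that test turned without control replicate 3 or treated replicate 2 or 3 (adjusted p = 0.863, 0.964 and 0.932 from limma's camera, 0.450 to 0.990 over all settings of limma's set tests, the lowest with fry). TICAM1, the adaptor TRIF of TLR3 and TLR4, rose from 4.50 ± 0.654 to 15.4 ± 1.18 FPKM and RIPK2, the kinase of NOD receptors, fell by 0.39 on the log2 scale. Of 9 tested antimicrobial and secreted defence proteins, 1 rose, 1 fell and 7 did neither, with 1 higher and 0 lower adjusted over the list alone (median log2 fold change of 0.11, adjusted p = 0.207 from limma's camera). WFDC2, a secreted protease inhibitor, rose from 287 ± 31.9 to 409 ± 36.9 FPKM, and PIGR, which carries IgA and IgM across epithelia, fell by 0.42 on the log2 scale (adjusted p = 0.0497 from limma). The call of WFDC2 was lost after quantile normalization (adjusted p = 0.0562 from limma) and without control replicate 1 or 3 or treated replicate 3 (adjusted p = 0.0694, 0.0682 and 0.0656 from limma, 0.0139 to 0.0694 over all settings). RIPK2 and PIGR were no longer called when any 1 of the 6 libraries was left out (adjusted p of 0.0576 to 0.125 and of 0.0601 to 0.137 from limma), nor after quantile normalization (adjusted p = 0.132 and 0.193 from limma, the highest over all settings).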

### Conclusions.

Through the application of a transcriptome profiling strategy, we were able to assess and recognize the genes and complicated pathways involved in the adhesion of the SQ0048 strain and the inhibition of pathogenic colonization. Based on the results of our transcriptome analysis, there was a total of 296 DEGs involved in the pathways of protein processing in the ER (CKAP4, DNAJB1, DNAJA1, HSPH1, HSPA8, SEC62, PPP1R15A, DERL2, HSP90AA1, and HSPA1A), the IL-17 signaling pathway (FOSL1, JUN, IL17RA, FOSB, and HSP90AA1), and the antigen processing and presentation pathways (CD74, HSPA8, HSP90AA1, and HSPA1A). These significantly altered pathways suggested that cells treated with the SQ0048 strain were involved in the activation of protein fold repair and inflammation mediation. In conclusion, our study provides new insights into the host cell responses that are involved in the molecular signaling pathway interactions between bacteria and BVECs by transcriptome profiling. It contributes valuable information for the development of new probiotics and the discovery of novel therapeutic targets for the prevention of infections in dairy cows.

## MATERIALS AND METHODS

### Culture of primary bovine vaginal epithelial cells.

Primary BVECs were derived from fresh vaginal tissues of healthy young cows which were certified by a veterinarian for dairy farming. This study was approved by the Animal Welfare and Research Ethics Committee at Inner Mongolia Agriculture University. Epithelial cells from the bovine vaginal tissues were separated using a procedure described previously (44). Bovine vaginal tissue was maintained on ice packs and transported to the laboratory within 1 to 1.5 h of collection. The vaginal tissue was washed several times with precooling Dulbecco’s phosphate-buffered saline (DPBS) (Gibco/Thermo Fisher Scientific, Waltham, MA, USA), cut into 2-cm^3^ sections, and washed with DPBS solution containing penicillin (100 U/ml) and streptomycin (100 U/ml) until clean. Chain protease (0.1%) was used to further disaggregate the fragments at 4°C for 16 h, and then the tissue was gently scraped into 5 ml of DPBS solution and centrifuged at 1,500 rpm for 5 min. Sediment was harvested by centrifugation and washed with DPBS solution three times. Finally, the isolated BVECs were resuspended in DMEM–F-12 medium (Gibco) containing 15% fetal bovine serum (ExCell Biology, Shanghai, China), 100 U/ml penicillin, and 100 mg/ml streptomycin and incubated in 5% CO_2_ at 37°C. The medium was renewed routinely every other day. Cell growth and morphological characteristics were observed with an inverted microscope (Philips, Tokyo, Japan). After reaching 70 to 80% confluence, cells were detached by 1 ml of 0.25% trypsin-EDTA (Gibco) and inoculated at a split ratio of 1:2 for subsequent experiments.

### Immunofluorescence assay.

To verify the epithelial origin and purity of the isolated BVECs, immunocytochemical staining was conducted. Cytokeratin-18 is known to be an important cytoskeletal component of epithelial cells (45, 46). Cells at logarithmic growth phase were seeded at a density of 1 × 10^5^ cells/ml into 35-mm glass-bottom dishes (Shengyou Biotechnology, Hangzhou, China). After reaching 70 to 80% confluence, the cells were fixed for 20 min with 4% paraformaldehyde (Solarbio, Beijing, China) at 20°C and washed three times with PBS. After fixation, the cells were incubated with 0.25% Triton X-100 (Sigma-Aldrich, St. Louis, MO, USA) for 10 min and then incubated in mouse anti-bovine cytokeratin-18-diluted antibodies (Abcam, Cambridge, United Kingdom) overnight at 4°C. The epithelial cells were washed three times in PBS and incubated with secondary antibody (goat anti-mouse IgG secondary antibody; Abcam) for 1 h at 37°C in the dark. After incubation, the cells were washed three times for 5 min with PBS in the dark. Subsequently, the nuclei were stained with 4′,6-diamidino-2-phenylindole (DAPI). The samples were observed on a Nikon Type 108 (Tokyo, Japan) laser confocal system.

### Preparation of the SQ0048 strain.

Frozen SQ0048 strain was subcultured in MRS broth under anaerobic incubation at 37°C for 12 h until the optical density at 600 nm (OD_600_) reached values approximating 1 ± 0.1, corresponding to 1.0 × 10^9^ CFU/ml. The SQ0048 strain was harvested by centrifugation at 4,000 rpm for 10 min at 4°C and washed with PBS solution. Thereafter, the SQ0048 strain was resuspended in antibiotic-free DMEM–F-12 medium (Gibco).

### Bacterial treatment.

BVECs were seeded at a density of 2 × 10^6^ cells/ml in 6-well cell culture plates and cultivated at 37°C and 5% CO_2_ until they reached confluence (day 1). Then, the cell culture supernatant was removed and 1 ml of fresh SQ0048 strain suspension at 1 × 10^9^ CFU/ml was added to the BVEC monolayer. After coculturing for 4 h at 37°C with 5% CO_2_, the supernatant was removed. The BVECs were gently washed three times with 1% sterile phosphate-buffered saline to release unbound bacteria and collected for transcription analysis. The control cells were treated identically with DMEM–F-12 medium. Three biological replicates were designed for the treatment and control experiments.

### RNA library construction and sequencing.

Total RNA from untreated and SQ0048 strain-treated BVECs was extracted using TRIzol reagent (Invitrogen/Thermo Fisher Scientific, Carlsbad, CA, USA) according to the manufacturer’s instructions. The quantity and purity of total RNA were analyzed using a Bioanalyzer 2100 and RNA 6000 Nano LabChip kit (Agilent, Santa Clara, CA, USA), yielding RNA integrity number (RIN) scores of >7.0. The cDNA libraries were constructed with RNA isolated from BVECs using a TruSeq stranded mRNA library preparation kit (Illumina, San Diego, CA, USA). To obtain mRNA, an approximately 5-μg sample of total RNA was used to isolate poly(A) mRNA with a poly(T) oligonucleotide primer attached to magnetic beads (Invitrogen). Sequencing libraries were generated using a New England BioLabs (NEB) Next Ultra RNA library prep kit for Illumina (NEB, Ipswich, MA, USA) according to the manufacturer’s instructions. To synthesize first-strand cDNA, purified mRNA was fragmented into small pieces, and then reverse transcriptase and random hexamer primers were utilized. Synthesis of second-strand cDNA was carried out using deoxynucleoside triphosphates containing DNA polymerase, dUTP, and RNase. End repair was achieved by adding dATP to all free 3′ ends, and unique index sequences for the fragments were added with adapter ligation. A sequencing library was obtained by PCR amplification of the products. The cDNA library was sequenced on an Illumina HiSeq 4000 sequencing platform (Illumina, San Diego, CA, USA) by LC Sciences (Hangzhou, China).

### Statistical analysis of transcription data.

The raw RNA-seq data were filtered to remove adapter contamination, low-quality bases, and undetermined bases utilizing Cutadapt software (47). Sequencing quality was verified using FastQC software, including the *Q*_20_, *Q*_30_, and GC content of the clean data. All downstream analysis was based on clean, high-quality data. The filtered reads were aligned and mapped to the reference genome using Hisat 2.0. The aligned read files were processed by Cufflinks (48), which uses the normalized RNA-seq fragment counts to measure the relative abundances of the transcripts. The unit of measurement is fragments per kilobases of exon per million fragments mapped (FPKM). The DEGs were screened using R package edger (49) with a fold change (FC) of ≥2 and a *P *value of <0.05 (50), which were considered significant differential expression.

The DEGs underwent enrichment analysis using GO and KEGG. *P* values were calculated using the Benjamini-corrected modified Fisher exact test, and *P < *0.05 was deemed statistically significant.

### Validation by quantitative reverse transcription-PCR.

RT-qPCR was utilized to validate the DEGs identified by RNA-seq. After treatment with DNase, the total RNA was reverse transcribed to produce cDNA using a reverse transcription system with a PrimeScript II 1st Strand cDNA synthesis kit (Vazyme, Nanjing, China). Fifteen DEGs were chosen based on changes in their expression levels in the treated cells compared with the control cells. The primer sequences, amplicon length, melting temperature, and GenBank accession numbers of both housekeeping and validated genes are summarized in Table 3. RT-qPCR amplification was performed on a Light Cycler 480 system (Roche, Basel, Switzerland) using the SYBR Green technique in 96-well optical plates. A PCR mix was prepared in a total volume of 25 μl: 8.5 μl water, 0.75 μl forward primer, 0.75 μl reverse primer, 2.5 μl cDNA, and 12.5 μl SYBR Green I master mix (Roche). The following amplification program was used: 5 min of preincubation at 95°C and 40 cycles of amplification for 10 s at 95°C for denaturation, 15 s at 58 to 60°C for annealing, and 20 s at 72°C for elongation. Negative controls (no cDNA) were run in the same reaction set. A dissociation stage was added to verify the presence of a gene-specific peak and the absence of primer-dimer peaks. The relative gene expression was determined using the threshold cycle (*C_T_*) method, and the fold changes were calculated using the 2^−ΔΔ^*^CT^* formula (51).

**TABLE 3:** Primers for RT-qPCR

Gene name	Nucleotide sequence (5′ to 3′)
β-Actin	Forward TCACCAACTGGGACGACA
	Reverse GCATACAGGGACAGCACA
CKAP4	Forward CCTGCTGGACAGACTCTCCTCTC
	Reverse GGCGGACTCCAAGTTGTTCTCG
DNAJB1	Forward CACCGAAGAACTCAGCAAAC
	Reverse ACCACCCGGACAAGAACA
DNAJA1	Forward TTCTACCTGGTCCATTTC
	Reverse CAACCGAACCATAGTCAT
HSPH1	Forward AACTCAACATTCACCACC
	Reverse TATCCAGCAAGACAACAA
HSPA8	Forward GGATGACACCTCCTCTGG
	Reverse CGCCTTTACTGATACCGA
PPP1R15A	Forward GAGGTGGGAGCCTACAGA
	Reverse GGTGGAGGTAACGAAGTGA
FOSL1	Forward CACAGGCCAGCAGAAGTTCCAC
	Reverse TGAGGTTGAACCATCCACTGAAGC
JUN	Forward TGCCCGTTGCTGGACTGTAT
	Reverse ACGACCTTCTACGACGATGCC
IL17RA	Forward TTCTGGATTGGTGGTTTGG
	Reverse TGCCTTCAGCCACTTCGT
FOSB	Forward CCCAGCCTTGACCGTAGAT
	Reverse CGAGAAGTTTGCCGAGTGA
CD74	Forward CAGCCCAGATGACGGATA
	Reverse AGCCCAACTGCGACGAGA

### Statistical analysis.

The experimental data were expressed as mean ± SD. The difference between two groups was analyzed using the two-tailed Student *t* test. *P < *0.05 was considered significant with * indicating *P < *0.05 and ** indicating *P < *0.01.

### Data availability.

The sequencing data determined in this work have been deposited in the NCBI GEO public database (https://www.ncbi.nlm.nih.gov/gds/?term=) and are accessible through GEO series accession number GSE127808.

How the deposited data were processed for this re-analysis (not part of the article)

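RNA was measured in 6 samples of BVECs, 3 incubated with the SQ0048 strain at 1000000000 CFU/ml for 4 h and 3 left untreated. The paper calls the samples of a group biological replicates. Whether they came from separate cultures or donors is not given in the sources used here, so the spread between them may be technical. Sample titles gave the condition and the replicate number of each library, and the numbers were not taken as pairs. The 6 libraries were compared as 2 groups, since the series holds no other condition or time.

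The authors deposited 1 table with 1 FPKM value per feature and library, rounded to 2 decimals, where FPKM scales the fragments of a feature by its exon length and by the mapped fragments of the library. In the paper, the authors name Cutadapt, FastQC, Hisat 2.0, Cufflinks and edgeR, with differential expression at a fold change of at least 2 and a P value under 0.05. The submitters' processing notes name Bowtie 0.12.2, HISAT2 2.0, StringTie 1.3.0 and the genome build ARS-UCD1.2, and the paper names 2 library kits, TruSeq stranded mRNA and NEB Next Ultra RNA. The strand setting of the alignment is not given in the sources used here. The table lists 18014 features, 14119 under identifiers that StringTie assigned and 3895 under Ensembl identifiers, and 265 symbols join several genes. GO terms are given for 13415 features and KEGG entries for 4855. It holds no counts, no p-values and no calls, and 0 columns of values per sample were left unused.

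The depth behind each value is unknown, because counts cannot be recovered from FPKM, so no counting interval is given. A library had 1876 to 1992 features at 0 and a median of 2.43 to 2.86 FPKM. Exact zeros stand beside high values for some abundant genes and can be failed estimates, so such features are reported library by library.

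Values were read with Python 3.11.15 and pandas 2.3.3 and tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with a trend) on log2(FPKM + 0.1). The test covered the 13144 features with a mean of at least 0.5 FPKM over the 6 libraries. It had condition as the only term, was two-sided and used Benjamini-Hochberg adjustment over the features tested. A gene rose or fell at an adjusted p under 0.05, and genes were also counted at a fold change of at least 2 with an unadjusted p under 0.05, the thresholds of the study. For single genes a two-sided exact permutation test of 3 libraries against 3 cannot go below p = 0.1. Where a symbol names several features, a gene list used the one with the highest mean FPKM. Enrichment of KEGG pathways and GO terms was a one-sided Fisher's exact test in scipy 1.17.1, against the tested features with an annotation, over terms with at least 3 of them. Figures were drawn with matplotlib 3.10.9.

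Of 30 gene lists with 813 symbols, written before the data were examined, 653 symbols were found in the table and 579 were tested. The results of the paper were known when these lists were written. They cover the genes of Table 2 and its 3 pathways, heat shock and endoplasmic reticulum chaperones, the integrated stress response, immediate early genes, NF-kB, IL-17, Toll-like receptor, interferon and antimicrobial genes and antigen presentation. They also cover adhesion, hypoxia and glycolysis, cholesterol synthesis, the cell cycle, p53, FOXO and growth factor signaling, glutathione and NRF2 genes, the proteasome, 5 lists of cell type markers, mitochondrially encoded genes and reference genes. Each list was tested with limma's camera at a preset correlation of 0.01, with an estimated correlation and with fry, and its members were also adjusted over the list alone.

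The genes named in the text were set by a rule written before the data were examined, although the values in Table 2 had been seen. It takes every gene the paper names for these libraries, and the 12 highest and 12 lowest named genes by log2 fold change with an adjusted p under 0.05, a fold change of at least 2 and no overlap of the groups. It also takes up to 4 genes of each list that rose or fell, or the 2 most abundant of a list without any, and the 5 most abundant genes of each group. Features without a symbol were left out, apart from the most abundant ones. DNAJB1, DNAJA1 and HSPA8 of Table 2 have no symbol in the table and were left out. Symbols given only through a RefSeq accession were matched with a table of the later assembly ARS-UCD2.0.

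The procedure was tested on simulated data, with 50 genes each changed by -2, -1, 1 and 2 on the log2 scale. Of these, 80, 36, 38 and 72% were recovered, with 6 false calls in a test of 13144 genes. Only 200 genes were changed there, against 3201 called in the data, so the recovery does not carry over to the real test. Noise was drawn independently for each gene, so false calls from effects shared across a library could not appear. Alternatives tried were pseudocounts of 1 and 0.01, no filter or a mean of at least 5 FPKM, rescaling to TPM, median-of-ratios size factors, quantile normalization, limma without a trend, without moderation or with array weights, the replicate number as a block, and leaving out each library in turn. A run without features at 0 in any library was added after the data were seen. For enrichment, another background, another gene set and each direction alone were tried. The RT-qPCR measurements of the paper were not analysed here.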

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

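The test on the most abundant genes behind the lower calls, the test on the scaling of the heat shock genes and both tests on features at 0 were chosen only after those results were seen. The paper discusses none of the following 9 genes, and each changed by at least 2 on the log2 scale at an adjusted p under 0.001 from limma, with a mean of at least 5 FPKM. ZFAND2A, of the heat-inducible proteasome response, was higher by 3.78 (adjusted p = 2.1e-05), and BAG3, a cochaperone of Hsp70, by 3.35 (adjusted p = 3.5e-04). OSGIN1, of oxidative stress, was higher by 3.10 (adjusted p = 5.0e-04), and CHCHD4, the import receptor of the mitochondrial intermembrane space, by 2.53, from 3.05 ± 0.447 to 18.0 ± 1.31 FPKM (SD, n = 3 each; adjusted p = 6.2e-04 from limma). MGST2, a glutathione transferase, was higher by 2.34 (adjusted p = 1.7e-04), and TXNRD1, thioredoxin reductase, by 2.06 (adjusted p = 1.5e-04). ATF3, a stress-induced transcription factor, was higher by 2.29 (adjusted p = 3.8e-04), HBEGF, a ligand of the EGF receptor, by 2.13 (adjusted p = 8.7e-04), and CISH, a feedback inhibitor of STAT5, by 2.09 (adjusted p = 1.1e-04).

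Cytosolic heat shock genes were higher in treated cells by a median of 0.853 on the log2 scale, while the list of endoplasmic reticulum chaperones had a median of 0.062, with 5 members that rose, HSPA5 (BiP) among them, and 6 that fell. The tables argue against a scaling that varies with the level of a gene as the cause, since the difference of the medians was 0.803 after quantile normalization, while a single factor per library moves both medians alike. Without features at 0 the difference was 0.791, but a median hardly moves when single members are left out, so that run decides little. The difference lay between 0.647 and 1.046 over all settings. A response to damaged proteins in the cytosol may account for the pattern, as a hypothesis found on these same libraries, and what in the bacterial suspension would start it was not tested. An unfolded protein response of the endoplasmic reticulum stays open beside it, since the members of that list went both ways. The lists were also not built alike. The heat shock list holds HSPA1A, HSPH1 and HSP90AA1, which the study had reported as higher. The endoplasmic reticulum list leaves out CKAP4, SEC62 and DERL2, which the study had reported as higher too.

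More genes were lower than higher at an adjusted p under 0.05, 2072 against 1129. The tables argue against a few abundant genes taking more of the signal, since the share of the 10 most abundant features was lower in treated libraries by -0.26 percentage points. Whether the scaling between libraries accounts for it stays open. Size factors and quantile normalization bring the median log2 fold change from -0.0806 to -0.0052 and -0.0057 by construction, so the more even balance of calls after them (51.8 and 54.5% lower) decides nothing. A real shift of many transcripts in treated cells stays open too, since the libraries hold no external standard. The summed FPKM implies a mean transcript length of 2843 ± 69.4 nt in control and 2670 ± 26.4 nt in treated libraries (SD, n = 3 each). The groups did not overlap in it. This length holds only if every mapped fragment was counted in a feature. Whether the lower calls go with gene length was not tested.

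HSPA1A was at 0 in each control library and RPS13 in each treated library, although each stood above 20 FPKM in the other group. Of 3239 features above 20 FPKM in some library, 53 were at 0 in another, 6 of them in exactly 3 libraries, and 2 of these 6 in 1 whole group, where a random placing gives 0.6. A failed estimate that falls on libraries irrespective of group cannot be told apart from one that follows the group (one-sided exact binomial test, p = 0.114), because 6 features are too few. For HSPA1A, reads shared within its orthology entry are argued against as the whole cause of its difference, since the 4 features of that entry summed to 621, 595 and 617 FPKM in control and 2665, 3073 and 3733 FPKM in treated libraries, a ratio of 5.17. A rise of inducible Hsp70 transcripts in treated cells may therefore stand behind part of the value, while its size stays open.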

How the results depend on the processing

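The run without features at 0 in any library was chosen only after the data were seen, and the other alternatives were set before. Over the named genes and all settings, 1860 of 2022 values kept their direction and their side of the threshold, 150 lost the call, 2 gained one and 10 changed sign. Of the Table 2 genes, 9 or 10 rose in every setting. Table 1 gives mean reads per group, but the fragments behind each feature and library are unknown from FPKM. The limit of depth on low genes was therefore not worked out. The cause was not tested for any change listed here, apart from fewer libraries or fewer genes where a setting leaves some out. The authors' p-values and calls and DESeq2 were not run, since the table holds no p-values, calls or counts.

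At the study's thresholds (726 genes, 295 higher and 431 lower), a pseudocount of 1 gave 305, 157 and 148, a mean of at least 5 FPKM 225, 116 and 109, and TPM 649 lower. The excess of lower genes turned with this pseudocount and this minimum, and also with quantile normalization (385 higher, 289 lower) and size factors (351 higher, 332 lower). For genes lower at adjusted p under 0.05 (2072), a mean of at least 5 FPKM gave 1348. Leaving out 1 library gave 1689 to 2954 genes changed at adjusted p under 0.05, 561 to 952 genes higher at adjusted p under 0.05 and 1128 to 2002 lower, with fewer libraries in the test. The number of genes listed was 11710 at a mean of at least 1 FPKM and 7053 at 5.

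The pathway enrichment of the differentially expressed genes (1 pathway) gave 0 with a pseudocount of 1 or 0.01, size factors, quantile normalization, array weights, the adjusted-p gene set, the higher genes alone or the lower genes alone, 4 with a mean of at least 5 FPKM, 3 with TPM and 0 to 9 leaving out 1 library. KEGG pathways at unadjusted p under 0.05 (27) were 29 to 43 leaving out 1 library. GO terms at adjusted p under 0.05 (1) were 2 with a pseudocount of 1, no filter, all annotated genes as background, the higher genes alone or the lower genes alone, 3 with a mean of at least 5 FPKM, TPM or quantile normalization, 0 with a pseudocount of 0.01, 16 with the adjusted-p gene set and 0 to 2 leaving out 1 library.

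Of the gene lists, 13 had an adjusted p under 0.05, 5 with an estimated correlation and 21 with fry, which does not compare a list with other genes. With an estimated correlation the call was lost for the study's antigen genes (adjusted p = 0.112), cell cycle (0.367), hypoxia (0.112), immediate early (0.150), integrated stress response (0.0798), MHC (0.302), p53 (0.112) and proteasome (0.367). MHC had 0.164 after quantile normalization, 0.0714 with fry and 0.00863 to 0.122 leaving out 1 library, and the proteasome 0.0696 after quantile normalization. Adhesion gained a call with a mean of at least 5 FPKM (0.0448), quantile normalization (0.0277) and fry (0.0213). With fry so did cholesterol synthesis (0.00625), endothelial (0.00443), fibroblast (0.0392), FOXO (0.0348), interferon (0.0348), keratinocyte (0.00526), NF-kB (0.00482) and reference genes (0.0348). The sign of a set test reversed for epithelial (0.868) and reference genes (0.618) after quantile normalization and for Jak-STAT with fry (0.0527) and leaving out 1 library (0.559 to 0.993). It reversed for mitochondrial genes with size factors (0.982), fry (0.826) and leaving out 1 library (0.474 to 0.932), and for Toll-like receptors with no filter (0.598), array weights (0.965) and leaving out 1 library (0.704 to 0.964).

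Log2 fold changes near 0 reversed for CD74 with TPM (-0.06), quantile normalization (-0.03) and leaving out 1 library (-0.26 to 0.19), and for ACTB with TPM (-0.08), quantile normalization (-0.22) and leaving out 1 library (-0.01 to 0.02). They also reversed for LCP1 leaving out 1 library (-0.02 to 0.30), ENSBTAG00000014534 with TPM (-0.04) and PLAT with size factors (0.02).

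The replicate numbers do not pair the libraries: deviations from the group mean correlated across genes at -0.0124, 0.0011 and 0.0102 between libraries of the same number and at -0.0137 to 0.0130 over all pairs. With the replicate block, 847 genes changed at adjusted p under 0.05 (320 higher, 527 lower), 4 pathways and 2 GO terms were enriched, the Toll-like receptor test reversed (0.99) and 32 of the named genes lost the call.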

Differences from the paper's values

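The authors ran edgeR on their own input, the table holds FPKM, and all alternatives named here were set before the data were examined. The paper's count of differentially expressed genes is 296, against 726 here at the same fold and P value. Of the alternatives, a pseudocount of 1 (305) and a mean of at least 5 FPKM (225) came within 1.5 times the paper's count, and the others did not. For the higher genes the paper gives 170 and the count here was 295, while a pseudocount of 1 (157), a mean of at least 5 FPKM (116), TPM (253) and an unmoderated model (247) came within that margin and the others did not. For the lower genes the paper gives 126 and the count here was 431, while a pseudocount of 1 (148) and a mean of at least 5 FPKM (109) came within it and the others did not.

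For enriched KEGG pathways the paper's number is 23, against 1 here after adjustment, and none of the alternatives came within 1.5 times of it (0 to 9). The methods of the paper state a Benjamini correction. Without such a correction, at an unadjusted p under 0.05, there were 27 here, and 23 with no filter on low values, which is the paper's number but not its stated threshold. For enriched GO terms the paper's number is 424, against 1 here after adjustment, and none of the alternatives came within 1.5 times of it (0 to 16). Without a correction there were 254 GO terms at an unadjusted p under 0.05, and 426 with the genes at an adjusted p under 0.05 as the set.

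For DERL2 the paper's fold is 2.02 and the fitted fold change here was 1.32, with a ratio of mean FPKM of 1.34. With size factors (1.39) and without control replicate 1 (1.59) or treated replicate 2 (1.67) the fitted fold came within 1.5 times of the paper's value. Quantile normalization (1.33), array weights (1.34) and the others did not. For FOSB the paper's fold is 2.74 and the fitted fold change here was 8.19, with a ratio of mean FPKM of 10.6. With a pseudocount of 1 it was 3.26, which did not differ by that margin, a mean of at least 5 FPKM gives no value, and the others differed. For CD74 the paper's fold is 2.79 and the fitted fold change here was 1.02, with a ratio of mean FPKM of 1.01, and none of the alternatives closed the gap (0.84 to 1.14). The paper also measured the 15 genes of Table 2 by RT-qPCR, these 3 among them, and reports trends similar to its RNA-seq. Those measurements were not analysed here.

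The paper reports more higher than lower genes among those differentially expressed, and here 295 were higher and 431 lower. With a pseudocount of 1 (157 against 148), a mean of at least 5 FPKM (116 against 109), quantile normalization (385 against 289) and size factors (351 against 332), more were higher, and with the other alternatives more were lower. The paper ranks protein processing in the endoplasmic reticulum as the most enriched pathway, as the one with most of the differentially expressed genes. By that number MAPK signaling came first here with 15, and protein processing in the endoplasmic reticulum had 9. Among the higher genes alone MAPK signaling had 10 and protein processing in the endoplasmic reticulum 8. By p, FoxO signaling came first (adjusted p = 0.0377, one-sided Fisher's exact test), and protein processing in the endoplasmic reticulum had an adjusted p of 0.819 in that exact test. Of the 12 genes of Table 2 that could be named, all of which the paper reports as higher, 10 rose here, of which 8 also passed the study's thresholds, and DERL2 and CD74 did neither. The paper gives a fold for HSPA1A, which is listed at 0 in the control libraries here, so that no fold can be set beside it.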

Other observations

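The counts of other splits for both numbers of changed genes were chosen only after those numbers were seen, and the gene lists were set before. Genes of glycolysis and targets of hypoxia signaling were a list with many higher members. Of 33 tested genes, 16 rose, 0 fell and 17 did neither, with 20 higher and 2 lower adjusted over the list alone (median log2 fold change of 0.32, adjusted p = 1.0e-07 from limma's camera, adjusted p = 0.112 with an estimated correlation). NDRG1, a gene induced by hypoxia and stress, rose from 28.7 ± 0.622 to 70.9 ± 2.34 FPKM (SD, n = 3 each; adjusted p = 2.9e-04 from limma). PFKFB3, which makes the activator of phosphofructokinase, rose from 50.6 ± 0.726 to 102 ± 1.82 FPKM (log2 fold change of 1.01, adjusted p = 3.8e-04 from limma). The aldolases ALDOA and ALDOC rose by 0.61 and 1.26 on the log2 scale (adjusted p = 0.0020 and 0.0036 from limma). Of 29 tested proteasome subunits, 10 rose, 0 fell and 19 did neither, with 12 higher and 0 lower adjusted over the list alone (median log2 fold change of 0.16, adjusted p = 2.5e-04 from limma's camera). That call was lost with an estimated correlation (adjusted p = 0.367) and after quantile normalization (adjusted p = 0.0696, 4.8e-05 to 0.367 over all settings of limma's set tests). PSMB6 and PSMB3, subunits of the catalytic core, rose by 0.45 and 0.42 on the log2 scale, and PSMB2 and PSMA5 by 0.38 and 0.31. The call of PSMB2 was lost without treated replicate 1 or 3 (adjusted p = 0.0531 and 0.0506 from limma, 0.0107 to 0.0614 over all settings), and that of PSMA5 without control replicate 1 or treated replicate 1 or 3 (adjusted p = 0.0508, 0.0706 and 0.0680 from limma, 0.0149 to 0.0818 over all settings).

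Of 45 tested genes of adhesion and cell junctions, 3 rose, 14 fell and 28 did neither, with 3 higher and 17 lower adjusted over the list alone (median log2 fold change of -0.09, adjusted p = 0.207 from limma's camera). The set test was called after quantile normalization (adjusted p = 0.0277) and with a mean of at least 5 FPKM (adjusted p = 0.0448, 0.0213 to 0.622 over all settings of limma's set tests). CLDN1, a claudin of tight junctions, fell from 12.6 ± 0.815 to 6.55 ± 0.174 FPKM (SD, n = 3 each; log2 fold change of -0.93, adjusted p = 0.0020 from limma). PKP2, a plaque protein of desmosomes, fell by 1.05 and TJP1, the scaffold ZO-1, by 0.47 on the log2 scale (adjusted p = 0.0033 and 0.0038 from limma), while GJB2, a connexin of gap junctions, rose by 0.77 (adjusted p = 0.0031 from limma). Of 25 tested genes of cholesterol synthesis, 2 rose, 1 fell and 22 did neither, with 2 higher and 0 lower adjusted over the list alone (median log2 fold change of -0.06, tested as up, adjusted p = 0.277 from limma's camera). INSIG1, which holds back sterol synthesis, rose from 3.90 ± 0.225 to 9.46 ± 0.206 FPKM (adjusted p = 8.7e-04 from limma), MVK, mevalonate kinase, rose by 0.27 and LSS, lanosterol synthase, fell by 0.62 on the log2 scale. The call of MVK was lost without control replicate 2 or 3 or treated replicate 1 or 3 (adjusted p = 0.0544, 0.0582, 0.0685 and 0.0632 from limma, 0.0133 to 0.0756 over all settings). That of LSS was lost without control replicate 1, 2 or 3 or treated replicate 1 or 2 (adjusted p = 0.0966, 0.0518, 0.0982, 0.0937 and 0.0532 from limma, 0.0255 to 0.0982 over all settings), and with size factors (0.0589) and quantile normalization (0.0620).

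Of 4 tested markers of squamous differentiation, 0 rose, 2 fell and 2 did neither, with 1 higher and 2 lower adjusted over the list alone (median log2 fold change of -0.36, adjusted p = 0.491 from limma's camera). They were CRNN, cornulin, from 22.5 ± 0.382 to 10.8 ± 1.98 FPKM, and SCEL, sciellin, from 63.6 ± 1.64 to 37.9 ± 5.26 FPKM (SD, n = 3 each; adjusted p = 0.0062 and 0.0075 from limma). Of 4 tested markers of immune cells, 0 rose and 0 fell by limma, also adjusted over the list alone and at an unadjusted p under 0.05 (median log2 fold change of 0.22, adjusted p = 0.277 from limma's camera). The most abundant were LCP1, an actin-bundling protein, at 63.9 ± 2.93 and 74.3 ± 19.5 FPKM, and AIF1 at 17.3 ± 1.85 and 20.7 ± 2.65 FPKM (adjusted p = 0.486 and 0.194 from limma), and without treated replicate 1 the log2 fold change of LCP1 was -0.02. Of 3 tested endothelial and smooth muscle markers, 1 rose, 0 fell and 2 did neither, also adjusted over the list alone (median log2 fold change of 0.35, adjusted p = 0.150 from limma's camera). That marker was VWF, von Willebrand factor, from 1.53 ± 0.0361 to 2.44 ± 0.0473 FPKM (adjusted p = 0.0089 from limma). THY1, a surface marker of fibroblasts, rose by 0.58 on the log2 scale but stayed under 5 FPKM. Its call was lost without control replicate 1, 2 or 3 or treated replicate 1 or 3 (adjusted p = 0.0802, 0.0733, 0.0844, 0.0668 and 0.0844 from limma, 0.0205 to 0.0844 over all settings). KRT17, a keratin of basal epithelia listed together with another gene, rose from 242 ± 6.52 to 419 ± 8.11 FPKM (adjusted p = 8.4e-04 from limma).

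Of 3 tested mitochondrially encoded genes, 0 rose and 0 fell by limma, also adjusted over the list alone and at an unadjusted p under 0.05 (median log2 fold change of -1.01, mean of -0.19, tested as up, adjusted p = 0.851 from limma's camera), and the sign of the set test turned with size factors (0.982) and without control replicate 1 (0.846, 0.474 to 0.999 over all settings). COX1, listed together with other genes, was at 27.84, 6.31 and 22.16 FPKM in control and 1.73, 15.52 and 0.00 FPKM in treated libraries. ND2 was listed at 0 in each control library and at 5.74, 0.00 and 5.93 FPKM in treated libraries (adjusted p = 0.148 from limma, 0.0042 without treated replicate 2, 0.0042 to 0.349 over all settings). The most abundant features without a symbol, ENSBTAG00000014534 and MSTRG.14953, were at 5438 ± 297 and 5610 ± 169 FPKM and at 2525 ± 754 and 3021 ± 187 FPKM (SD, n = 3 each; adjusted p = 0.591 and 0.366 from limma), and the sign of the first turned with TPM (-0.04). Chosen after their values were seen, SQSTM1, the autophagy receptor p62, rose from 172 ± 8.28 to 546 ± 24.4 FPKM and GDF15, a stress-induced cytokine, from 2.72 ± 0.750 to 14.3 ± 1.49 FPKM (adjusted p = 1.9e-04 and 0.0025 from limma).

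The 6 libraries can be split into groups of 3 in 10 ways, too few for a share under 0.05. The real split, 1 of 10 with as many in each case, gave 3201 genes changed at adjusted p under 0.05 against 17 at most in the others, 726 genes against 136 at the study's thresholds, 13 gene lists against 6 and 1 enriched pathway against 0. Every other split still called 3 to 6 lists at the preset correlation. Those splits leave the conditions uneven between their groups. Their lists can thus hold a part of the treatment difference, or set p-values that are too small, and the splits cannot tell which.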
